# The bromodomain inhibitor OTX015 (MK-8628) exerts anti-tumor activity in triple-negative breast cancer models as single agent and in combination with everolimus

**DOI:** 10.18632/oncotarget.13814

**Published:** 2016-12-07

**Authors:** Ramiro Vázquez, María E Riveiro, Lucile Astorgues-Xerri, Elodie Odore, Keyvan Rezai, Eugenio Erba, Nicolò Panini, Andrea Rinaldi, Ivo Kwee, Luca Beltrame, Mohamed Bekradda, Esteban Cvitkovic, Francesco Bertoni, Roberta Frapolli, Maurizio D'Incalci

**Keywords:** OTX015 (MK-8628), bromodomain inhibitor, triple-negative breast cancer, everolimus

## Abstract

Triple-negative breast cancer (TNBC) is an aggressive and heterogeneous subgroup of breast tumors clinically defined by the lack of estrogen, progesterone and HER2 receptors, limiting the use of the targeted therapies employed in other breast malignancies. Recent evidence indicates that *c-MYC* is a key driver of TNBC. The BET-bromodomain inhibitor OTX015 (MK-8628) has potent antiproliferative activity accompanied by *c-MYC* down-regulation in several tumor types, and has demonstrated synergism with the mTOR inhibitor everolimus in different models. The aim of this study was to evaluate the anti-tumor activity of OTX015 as single agent and in combination with everolimus in TNBC models. OTX015 was assayed in three human TNBC-derived cell lines, HCC1937, MDA-MB-231 and MDA-MB-468, all showing antiproliferative activity after 72 h (GI_50_ = 75–650 nM). This was accompanied by cell cycle arrest and decreased expression of cancer stem cells markers. However, c-MYC protein and mRNA levels were only down-regulated in MDA-MB-468 cells. Gene set enrichment analysis showed up-regulation of genes involved in epigenetic control of transcription, chromatin and the cell cycle, and down-regulation of stemness-related genes. *In vitro*, combination with everolimus was additive in HCC1937 and MDA-MB-231 cells, but antagonistic in MDA-MB-468 cells. In MDA-MB-231 murine xenografts, tumor mass was significantly (*p* < 0.05) reduced by OTX015 with respect to vehicle-treated animals (best T/C = 40.7%). Although everolimus alone was not active, the combination was more effective than OTX015 alone (best T/C = 20.7%). This work supports current clinical trials with OTX015 in TNBC (NCT02259114).

## INTRODUCTION

Breast cancer comprises a group of neoplasms characterized by different morphologies, biological behaviors, forms of presentation and clinical evolution. Around 60 to 80% of these malignancies express hormone receptors (for estrogens and/or progesterone). The human epidermal growth factor receptor 2 (HER2) is also overexpressed in 20% of breast tumors, most of which are hormone receptor-negative [1]. These three receptors offer defined therapeutic targets, such as is the case with tamoxifen and trastuzumab [1, 2]. However, about 15% of breast cancers lack estrogen and progesterone receptors as well as HER2, representing an aggressive and heterogeneous subtype group known as triple-negative breast cancer (TNBC) [1]. The physiopathology of TNBC is poorly understood, thereby limiting the implementation of targeted therapies. Moreover, although some patients respond well to cytotoxic chemotherapies, relapses are frequent and resistance to available treatments occurs almost without exception in the metastatic setting [1, 3], highlighting the urgent need to develop alternative therapeutic strategies against TNBC [3, 4].

The signaling pathway involving PI3K, the Akt serine/threonine specific protein and the mammalian target of rapamycin (mTOR) is frequently deregulated in human breast cancers [5–7]. This is often due to loss of its suppressor, the PTEN phosphatase, as is commonly the case in TNBC [7–9]. Although inhibition of this pathway has been hailed as a promising therapeutic strategy for the treatment of TNBC, to date, no clinical results have shown the expected therapeutic effects [3, 10, 11].

Over the last few years, research into epigenetics regulation has furthered our understanding of cancer biology. The bromodomain and extra C-terminal domain (BET) protein family is comprised of four epigenetic readers (BRD2, BRD3, BRD4, and the testis-restricted BRDT) that recognize acetylated lysine residues of histones. The BET/histone binding interaction allows the recruitment and activation of RNA polymerases, inducing transcription of specific genes. Many proteins that use BETs for recruiting regulatory complexes have been implicated in cancer development. These include the oncogene *MYC* [12], commonly overexpressed in TNBC [4]. While efforts to target MYC have been largely unsuccessful, the novel triazolothienodiazepine BET inhibitor OTX015 (MK-8628) [13] has shown potent preclinical antitumor activity in hematologic malignancies [14, 15] as well as in several solid tumors [16–18], in association with down-regulated *MYC* expression. Moreover, OTX015 was the first BET inhibitor to have shown clinical activity, with three ongoing phase I clinical trials in hematologic malignancies (NCT01713582) and solid tumors (NCT02259114, NCT02296476) [19–21]. Recently, BET inhibitors have been shown to be active in TNBC pre-clinical models [22], and OTX015 demonstrated strong *in vitro* and *in vivo* synergy with the mTOR inhibitor everolimus (RAD001) in lymphoma models [14, 23]. The current study was designed to investigate the *in vitro* and *in vivo* antitumor activity of OTX015 in TNBC cell line models as a single agent and in combination with everolimus.

## RESULTS

### OTX015 antiproliferative activity in TNBC cell lines

Three TNBC-derived cell lines were selected: HCC1937, MDA-MB-231 and MDA-MB-468, which present different alterations in the *PTEN*, *BRCA1* and *TP53* genes [24] (Table 1). The effect of OTX015 on cell growth was determined by cell counting after 72 h of drug exposure. Although all three cell lines were sensitive, OTX015 was most active in MDA-MB-231 cells, with mean concentration that gives a half-maximal effect (EC_50_) and maximum effect (E_max_) values of 55.9 nM and 89%, respectively. On the other hand, for the HCC1937 and MDA-MB-468 cell lines the OTX015 E_max_ was ≤ 80% and the EC_50_ values were 261.5 and 303.8 nM, respectively (Table 1 and Supplementary Figure S1). As shown in Figure 1A, cell proliferation was nevertheless comparably reduced by 50% in all three cell lines when OTX015 was used at a concentration of 650 nM in HCC1937 and MDA-MB-468 cells and at 75 nM in the MDA-MB-231 cell line after 72 h of treatment. These concentrations were thus employed as pharmacologically equivalent concentrations that decreased cell growth by 50% (GI_50_) for further experiments.

**Table 1:** EC_50_ values after 72 h OTX015 exposure under normoxia and hypoxia in TNBC cell lines

	Normoxia EC_50_ (nM)	E_max_%	Hypoxia EC_50_ (nM)	E_max_%	*PTEN*	*BRCA1*	*TP53*
**HCC1937**	261.5 (38.1–1796)	70	246.9 (58.1–1049)	54	Homozygous deletion	Mutated	Mutated
**MDA-MB-231**	55.9 (45.3–69.0)	89	49.1 (24.8–96.9)	82	Wild type	Wild type	Mutated
**MDA-MB-468**	303.8 (91.5–1008)	80	230.0 (38.8–1363)	72	Homozygous deletion	Wild type	Wild type

Results are expressed as the mean concentration that gives half-maximal effect (EC_50_) with 95% confidence intervals. E_max_% indicates the maximum inhibitory response induced by OTX015 on cell proliferation (with respect to control untreated cells). In all cases, *n* ≥ 4.

**Figure 1:**
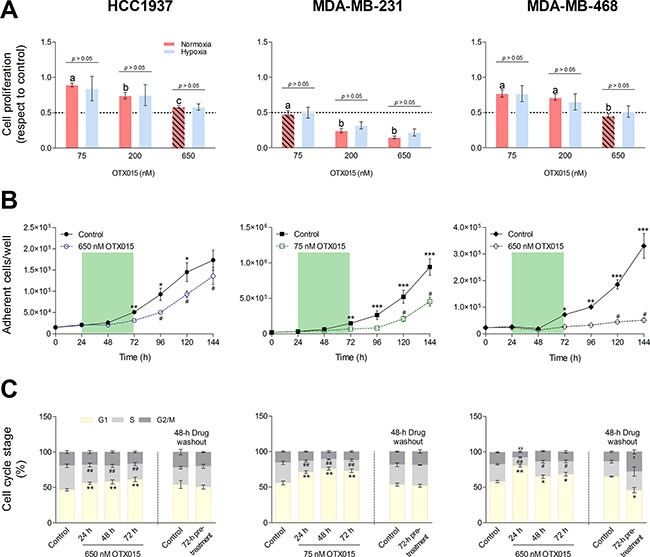
Characterization of OTX015 antiproliferative activity in three TNBC cell models (**A**) Cells were seeded under normoxic and hypoxic conditions and treated with OTX015 for 72 h. The antiproliferative effect was determined by cell counting. The diagonal-line pattern (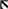) indicates OTX015 concentrations that decreased cell growth by 50% (GI_50_). For each treatment, the influence of hypoxia on antiproliferative activity was evaluated with the Student *t*-test. Significant differences in the OTX015 treatments were determined with a one-way ANOVA test (*p* < 0.01) followed by an SNK *a posteriori* test; substantial differences (*p* < 0.05) are indicated as letters above the bars. (**B**) Cell lines were treated with OTX015 for 72 h (indicated by the green area) and then cultured in drug-free medium. The *Y* axis represents the number of cells per well evaluated every 24 h after cell seeding (time 0). Significant differences in the number of control and treated cells at each time point were determined by two-way ANOVA test (*p* < 0.001) followed by a Bonferroni *a posteriori* test (*p < 0.05, **p < 0.01, ***p < 0.001). Significant differences at each time point after washout *versus* 72 h-treated cells were determined with one-way ANOVA test (*p* < 0.01) followed by an SNK *a posteriori* test (^#^*p* < 0.05). (**C**) Cells were treated with OTX015 for 24, 48 and 72 h and the latter cells were further cultured without OTX015 for 48 h (drug washout). Significant differences in the percentage of OTX015-treated cells in the G1, S and G2/M phases with respect to untreated controls were evaluated by a one-way ANOVA test (*p* < 0.01) followed by an SNK *a posteriori* test. After washout, differences in the percentage of cells in a given cell cycle phase between control and pretreated cells were determined with the Student *t*-test. Significant differences between treated cells and controls were reported for the G1 phase (*p < 0.05, **p < 0.01), S phase (^#^*p* < 0.05, ^##^*p* < 0.01) and G2/M phase (×*p* < 0.05, ××*p* < 0.01). Each dot or bar and vertical line represents the mean ± SEM, respectively (*n* ≥ 3).

The median oxygen partial pressure (*PO_2_*) in normal human breast tissue is approximately 65 mm Hg [25]. However, clinical studies have demonstrated that more than 50% of human breast cancers present a median *PO*_2_ of 2.5 mm Hg [25], a hypoxic state associated with drug resistance and anaerobic glycolysis [26]. Furthermore, OTX015-sensitive lymphoma cell lines showed increased expression of hypoxia-related genes [14]. We thus investigated the effect of hypoxia on the sensitivity of the three TNBC cell lines to OTX015. This showed that the antiproliferative effect of OTX015 was not altered by hypoxia (0.1% atmospheric O_2_) (Table 1 and Figure 1A), and subsequent studies were only performed under normoxic conditions.

To further characterize the activity of OTX015 on cell growth, cells were treated with GI_50_ concentrations for 72 h, then washed with PBS and re-incubated with OTX015-free medium. Cells were counted every 24 h over the 72-h period of OTX015 exposure as well as during the 72 h after drug washout. As shown in Figure 1B, OTX015-treated HCC1937 cells rapidly recovered their proliferative capacity once the drug was removed, showing comparable numbers (non-significant difference) to control cells 72 h after washout. Recovery of MDA-MB-231 cells was slower, showing residual OTX015 antiproliferative activity 24 h after washout. Nevertheless, cell proliferation increased (*p* < 0.05) 48 h after washout. The reversible antiproliferative effect of OTX015 in both cell lines was mirrored by changes in the cell cycle phases, as determined by flow cytometry. OTX015 induced an increase in the percentage of cells in the G1 phase after 24 h of treatment, maintained throughout the 72-h exposure (*p* < 0.01, Figure 1C). Of note, cell arrest was more marked in MDA-MB-231 cells compared to HCC1937. In both cases, this effect was accompanied by a significant reduction (*p* < 0.01) of cells in the S phase. However, after 48 h washout, both HCC1937 and MDA-MB-231 cell lines recovered the cell cycle pattern of control untreated cells (Figure 1C).

For MDA-MD-468 cells, on the other hand, a 72-h OTX015 treatment showed marked lasting inhibitory effects on their proliferative capacity (Figure 1B). Although the effect was reversible (72 h after washout the number of treated cells increased significantly, *p* < 0.05), growth was much slower compared to the two other cell lines. As for HCC1937 and MDA-MB-231 cells, OTX015 induced a substantial increase in the percentage of cells in the G1 phase after 24 h exposure with a marked decrease in the percentage of the S phase cells (*p* < 0.05; Figure 1C). Interestingly, after a 48-h drug washout there was a significant accumulation of MDA-MB-468 cells in the G2/M phase to the detriment of cells in the G1 phase (*p* < 0.05), explaining the slow recovery after OTX015 washout.

JQ1, an analog of OTX015, has been reported to induce senescence and apoptosis in SUM159 and MDA-MB-231 cells [22]. It is worth noting that 650 nM OTX015 induced morphologic changes in the MDA-MB-468 cell line, with gradual increases in cell size and the cytoplasm/nucleus ratio in a time-dependent manner (data not shown). These changes were only observed in this cell line, remaining even after 48 h of drug washout. However, neither a significant increase in senescent cells (as determined by the activity of β–galactosidase at pH 6) nor cytotoxic effects, including apoptosis, were seen in any of the three cell lines, either during OTX015 treatment or after dug washout (data not shown).

### Effect of OTX015 on c-MYC and BET-BRD protein expression

The three cell lines showed comparable c-MYC protein and mRNA levels, as indicated by Western blot and qRT-PCR experiments (Figure 2A and 2B, respectively). As OTX015 target proteins, basal expression of BRD2/3/4 was also evaluated. HCC1937 cells showed higher BRD2 mRNA (*p* < 0.05) and protein expression than the other two cell lines. In terms of BRD3, protein levels were higher in HCC1937 and MDA-MB-468 cell lines relative to MDA-MB-231 cells, while MDA-MB-231 and MDA-MB-468 cells showed comparable and lower mRNA levels than HCC1937 cells. Equivalent BRD4 protein and mRNA levels were detected in the three cell lines. Baseline expression of BRD2/3/4 and c-MYC did not correlate with sensitivity to OTX015 in these cell lines.

**Figure 2:**
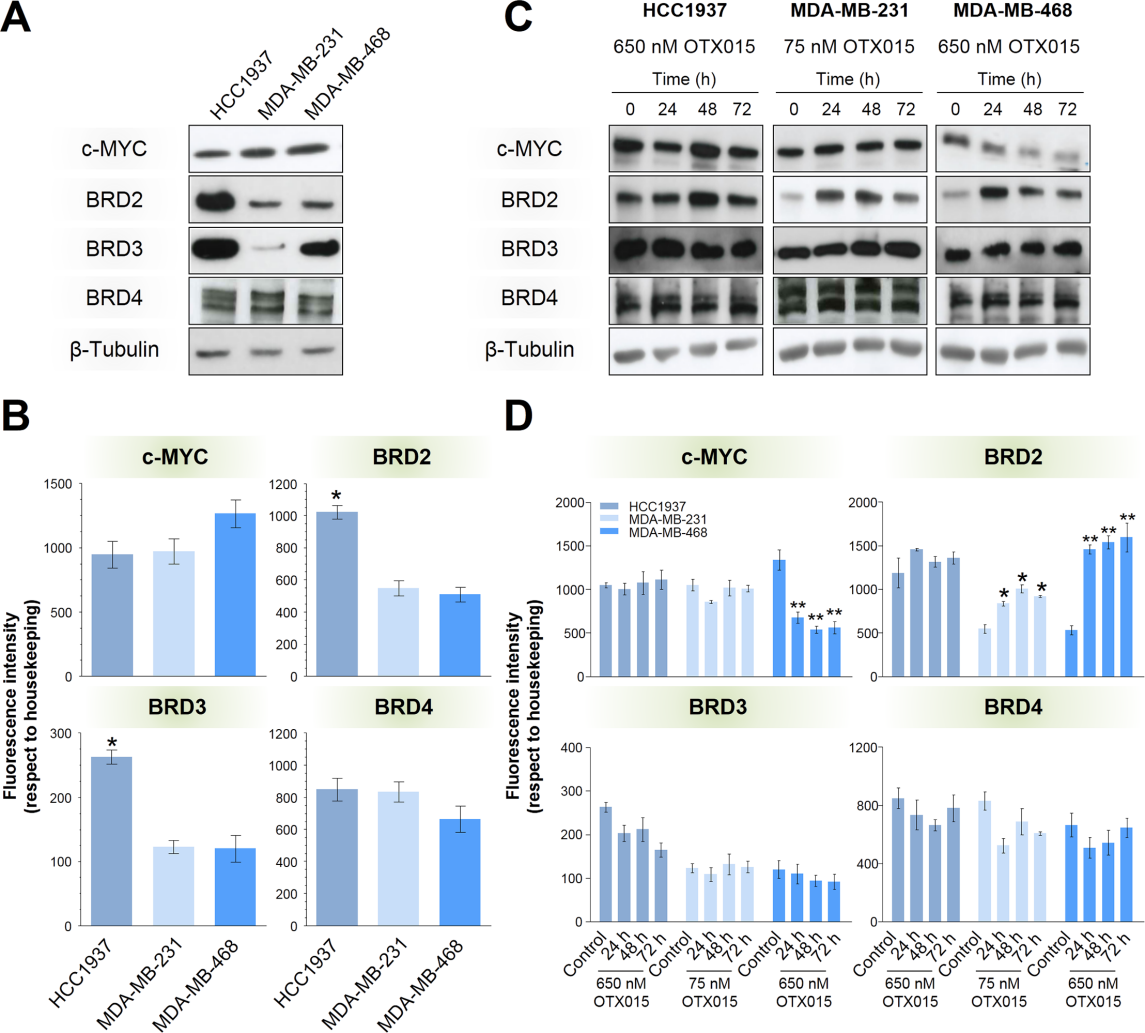
Baseline and post-OTX015 expression of BRD2/3/4 and c-MYC Basel expression of BRD2/3/4 and c-MYC in terms of protein (**A**) and mRNA (**B**) levels were evaluated in the three cell lines by Western blotting and qRT-PCR, respectively. Protein (**C**) and mRNA (**D**) levels were evaluated after 24-, 48- and 72-h OTX015 (650 nM in HCC1937 and MDA-MB-468 cells, and 75 nM in the MDA-MB-231 cell line). Significant differences in mRNA levels were determined by one-way ANOVA test (*p* < 0.01) followed by an SNK *a posteriori* test (*p < 0.05, **p < 0.01). Western blots are representative of at least three independent experiments. Bars and vertical lines represent the mean ± SEM, respectively (*n* = 3).

When treated with OTX015 GI_50_ concentrations, only MDA-MB-468 cells showed a significant and stable down-regulation in c-MYC protein and mRNA (*p* < 0.01) levels from 24 h of exposure (Figure 2C and 2D, respectively), suggesting the antiproliferative effects of OTX015 are c-MYC-independent in HCC1937 and MDA-MB-231 cells. BRD2 protein and mRNA were strongly up-regulated in MDA-MB-231 (*p* < 0.05) and MDA-MB-468 (*p* < 0.01) cells at 24 h, which was maintained with a gradual decrease in protein levels over 72 h. On the other hand, BRD3 and BRD4 expression remained relatively stable during OTX015 treatment in all three cell lines.

### Gene expression profiling (GEP) in OTX015-treated MDA-MB-231 and MDA-MB-468 cell lines

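RNA of MDA-MB-231 and MDA-MB-468 cells was hybridized on 18 Illumina bead arrays with 47231 probes each. Cells were left untreated, given DMSO as vehicle or given OTX015, and were collected after 4, 8 and 24 h, with 1 array per cell line, treatment and time point. OTX015 was used at 75 nM in MDA-MB-231 and at 650 nM in MDA-MB-468, and the matching vehicle held 0.00075% and 0.0065% DMSO. CDH1, which encodes the epithelial adhesion protein E-cadherin, had a log2 signal of 5.97 ± 0.077 (SD, n = 9 arrays) in MDA-MB-231 and 10.90 ± 0.20 (SD, n = 9) in MDA-MB-468. VIM, which encodes the mesenchymal filament protein vimentin, had 13.44 ± 0.034 (SD, n = 9) in MDA-MB-231 and 9.18 ± 0.37 (SD, n = 9) in MDA-MB-468. These markers check the labels of the cell lines and not those of the treatments. The authors deposited scanner signals on a linear scale and a table on the log2 scale that was normalized between arrays. The scanner signals were corrected for background with limma's normexp model, quantile-normalized and put on the log2 scale, and 23630 probes above a signal floor on at least 3 of the 18 arrays were tested. In each cell line OTX015 was compared with DMSO with limma on the 9 arrays of the line, with the time point as a term, at an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in either direction, the thresholds of the paper. A gene is said to rise or fall where it passed both thresholds. With 1 array per condition, the 3 time points served as the samples of a treatment (n = 3), so each p-value measures the spread between these arrays and no further culture. The comparisons, thresholds, gene lists and the rule for the genes named were fixed before the data were examined. Mean array signals ran from 316 to 409 in MDA-MB-231 and from 174 to 503 in MDA-MB-468. The lowest, 174, was that of the OTX015 array of 8 h in MDA-MB-468, which also had the fewest probes above the floor of the 18 arrays, 17123. In MDA-MB-468 the untreated and DMSO arrays of 4 h had 456 probes lower by over 1 log2 than all 4 later control arrays, and in MDA-MB-231 no probe was lower in this way.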

To assess the changes occurring in the transcriptome after OTX015 treatment, GEP was performed on MDA-MB-231 and MDA-MB-468 cell lines after 4-, 8- and 24-h GI_50_ exposure, compared to vehicle treatment (Figure 3A). 

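FSCN1, which encodes an actin-bundling protein, rose by 1.91 on the log2 scale in MDA-MB-468 cells given OTX015 (standard error 0.11, n = 3 time points, adjusted p = 0.00147 from limma). In MDA-MB-231 its log2 fold change was -0.028 (adjusted p = 0.914). MYCN, which encodes a transcription factor of the MYC family, had a log2 fold change of -1.43 (standard error 0.11, adjusted p = 0.00147) in MDA-MB-468 and lay below the signal floor in MDA-MB-231. DMBT1, which encodes a secreted scavenger protein, fell by 0.97 in MDA-MB-231 (standard error 0.076, adjusted p = 8.34e-06) and lay below the floor in MDA-MB-468. A test of the difference between the cell lines on the 18 arrays gave 1.94 for FSCN1 (adjusted p = 7.87e-05). By this test the response differed at 448 probes, with 189 more positive and 259 more negative in MDA-MB-468. It differed at 276, 3 and 74 probes without the 4, 8 and 24 h arrays. Of the 1034 probes that passed in MDA-MB-468, 892 had a log2 fold change of the same sign in MDA-MB-231. Neither line was profiled at the concentration given to the other, so that these differences are those of the line and its concentration together.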

The statistical tests identified distinct numbers of differentially expressed genes (DEGs) depending on the cell line, which is likely explained by considering that this phenomenon correlated with the GI_50_ concentrations used. Specifically, fewer changes were elicited by OTX015 treatment in MDA-MB-231 cells *vs*. vehicle (81 DEGs, of which 47 were up-regulated and 34 down-regulated; *q* < 0.05 and |LogFC| ≥ 0.5; Figure 3B and Supplementary Table S1). 

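With OTX015, 58 probes rose and 43 fell in MDA-MB-231, 101 in all, from 78 named genes and further unnamed probes. FGFR3, which encodes a fibroblast growth factor receptor, had a log2 fold change of 1.03 (standard error 0.11, adjusted p = 7.67e-05) from limma, with n = 3 time points, and was above the floor on 1 of the 3 DMSO arrays. EFR3B, which encodes a membrane anchor of a lipid kinase, lay below the signal floor on the DMSO arrays and rose at least 1.58-fold (adjusted p = 4.22e-05). IRF7, a transcription factor gene of the interferon response, rose by 0.69 (adjusted p = 0.00479), had 0.51 without the 8 h arrays, and passed neither so nor without the 24 h arrays, the DMSO or OTX015 array of 8 h or the OTX015 array of 24 h. Of 6 measured metallothionein genes, which encode metal-binding proteins, 2 rose, none fell and 4 did not pass (2 higher when adjusted over the list alone), namely MT1X at 0.70 and MT1G at 0.65. MT1G had 0.43 without the OTX015 array of 24 h, under the fold change threshold, and it passed neither so nor without the 8 or 24 h arrays or the DMSO array of 8 or 24 h. Among the genes that fell, PDE1C, a cyclic nucleotide phosphodiesterase gene, had -0.94 (standard error 0.12, adjusted p = 0.000593). NDP, which encodes the Wnt receptor ligand norrin, had -0.84, and HAS2, which encodes a hyaluronan synthase, had -0.83. FST, which encodes the activin antagonist follistatin, had -0.82 (adjusted p = 3.36e-05), and RCAN1, which encodes an inhibitor of calcineurin, had -0.71. The count was 64 without the 8 h arrays, 175 without the 4 h arrays and 188 without the OTX015 array of 4 h.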

A much higher degree of change was observed in MDA-MB-468 cells, with 1286 DEGs (615 up-regulated, 671 down-regulated; *q* < 0.05 and |LogFC| ≥ 0.5 (full list in Supplementary Table S2). 

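In MDA-MB-468, 472 probes rose and 562 fell with OTX015, 1034 in all, from 833 named genes. EFR3B had a log2 fold change of 2.21 (standard error 0.20, adjusted p = 0.00263) from limma, with n = 3 time points. SERPINI1, which encodes the protease inhibitor neuroserpin, rose by 1.80 (adjusted p = 0.00147). The fall of IL7R, the gene of an interleukin receptor chain, was -2.26 (standard error 0.31, adjusted p = 0.00971). FGFBP1, which encodes a carrier of fibroblast growth factors, had -1.89 (adjusted p = 0.0180). PDE4B, a cyclic AMP phosphodiesterase gene, fell by 1.61 (adjusted p = 0.00147), and ADGRF1, an adhesion receptor gene, fell by 1.43 (adjusted p = 0.00211). KRT18, which encodes an epithelial keratin, rose by 1.36 (adjusted p = 0.0382), but its probe was shifted by -2.34 in the 4 h control arrays against the later ones, and without the 4 h arrays it had 0.87 (adjusted p = 0.0363). Of the 456 probes that were lower in those arrays, 13 passed, 12 of them upward. With the 4 h arrays left out, 887 probes passed, 603 of them among the 1034, all in the same direction. Without the 8 h arrays no probe passed in limma, at a lowest adjusted p of 0.135 and with 3161 probes at an unadjusted p under 0.05, while all 1034 kept their sign. As the 1034 were picked on all 3 times, kept signs and directions without 1 time are no test of stability. The count was also 131 without the 24 h arrays. With OTX015 and DMSO arrays alone it was 234 (126 higher, 108 lower), and with no time term 353 (189 higher, 164 lower), so that the balance turned. Without single arrays it was 138, 91 and 134 (DMSO at 4, 8 and 24 h), 666 and 552 (untreated at 4 and 8 h), and 1811 and 376 (OTX015 at 4 and 8 h).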

Interestingly, several of these DEGs are related to morphology and cytoskeleton remodeling, such as *TUBB3*, *TUBB2A* and *C*, *TUBB4Q*, *TUBB6*, *VAMP1* and *COL9A2*. On the other hand, only *TUBB3* and *TUBB4Q* were altered in MDA-MB-231 cells. This is coherent with the aforementioned morphological changes only observed in MDA-MB-468 cells. 

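In MDA-MB-468, TUBB3, which encodes a neuronal beta-tubulin of the microtubules, had a log2 signal of 11.59 ± 0.27 (SD, n = 3 time points) with OTX015 and 9.80 ± 0.13 with DMSO, a log2 fold change of 1.79 (standard error 0.20, adjusted p = 0.00538) from limma. TUBB2A, another beta-tubulin gene, rose by 1.17 (adjusted p = 0.00458), and TUBB2C, listed as TUBB4B, rose by 1.08 (adjusted p = 0.0191). TUBB6 had 0.56 and did not pass the test (adjusted p = 0.0543), nor did its second probe with 0.91 (adjusted p = 0.173), which was shifted by -1.71 in the 4 h control arrays against the later ones. VAMP1, which encodes a membrane protein of vesicle fusion, rose by 1.01 (adjusted p = 0.0124). COL9A2, a collagen chain gene, had -0.79 (standard error 0.22, adjusted p = 0.0857), with -0.37, -0.65 and -1.34 at 4, 8 and 24 h, single-array differences with no replicate check. Of 21 measured tubulin genes, 3 rose, none fell and 18 did not pass in MDA-MB-468 (4 higher when adjusted over the list alone). TUBB4Q was not analysed here.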

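In MDA-MB-231, TUBB3 had a log2 fold change of 0.75 (standard error 0.10, adjusted p = 0.000721) from limma, with n = 3 time points, and was the 1 tubulin gene of 21 that rose (1 higher when adjusted over the list alone), while none fell. TUBB2A had 0.37 (adjusted p = 0.0223), TUBB4B 0.35 (adjusted p = 0.0237) and VAMP1 0.29 (adjusted p = 0.0474), each under the fold change threshold. TUBB6 had 0.034 (adjusted p = 0.894) and 0.023 at its second probe, and COL9A2 lay below the signal floor. The response of MDA-MB-468 exceeded that of MDA-MB-231 by 0.80 for TUBB2A (adjusted p = 0.0191) and by 0.72 for VAMP1 (adjusted p = 0.0454). For TUBB3, TUBB4B and TUBB6 the difference between the lines did not pass, with adjusted p = 0.0519, 0.0922 and 0.121. Over both lines the tubulin genes ranked higher than other genes (camera, adjusted p = 0.00224), which ended with adjusted p = 0.0509 with an estimated correlation.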

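CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, rose by 0.94 on the log2 scale in MDA-MB-231 (standard error 0.094, n = 3 time points, adjusted p = 4.22e-05 from limma) and by 2.19 in MDA-MB-468 (standard error 0.11, adjusted p = 0.00147). BRD2, which encodes a bromodomain protein bound by OTX015, had 0.51 (standard error 0.075, adjusted p = 0.00143) and 1.10 (standard error 0.095, adjusted p = 0.00220), and without the 8 h arrays its value in MDA-MB-231 was 0.44, under the threshold, as it was without the DMSO or OTX015 array of 8 h alone. HIST1H2BD, a gene of a core histone of the nucleosome, rose by 1.38 in MDA-MB-231 (adjusted p = 8.34e-06) and by 2.24 in MDA-MB-468 (adjusted p = 0.00147). HIST1H2BJ rose by 0.67 and 2.36, HIST2H2BE by 0.83 and 2.13, and HIST1H2AC by 1.11 and 2.32. Of 37 measured histone genes of clusters 1 to 3, 11 rose, none fell and 26 did not pass in MDA-MB-231, and 17 rose, none fell and 20 did not pass in MDA-MB-468 (11 and 21 higher when adjusted over the list alone). Their median log2 fold change was 0.19 and 0.65, and they ranked higher than other genes over both lines (camera, adjusted p = 1.62e-19, and adjusted p = 0.0509 with an estimated correlation). The rise was larger in MDA-MB-468 by 1.25 for CDKN1A (adjusted p = 0.00153), by 0.59 for BRD2 (adjusted p = 0.0205) and by 1.30 for HIST2H2BE (adjusted p = 0.0367). In all, 41 probes of 31 named genes rose in both lines, where independent lists would share 1.16 (Fisher's exact test, 2-sided, p = 5.25e-57). Fisher's test takes probes as independent, while some genes, such as HIST1H2BD, entered by several probes. Its p-value is therefore no measure of the spread between cultures. The shared count was 0 and 17 without the 8 and 24 h arrays, and 25, 16 and 17 without the DMSO array of MDA-MB-468 at 4, 8 and 24 h. From the rise of CDKN1A, BRD2 and histone genes in both lines, the paper proposes an account of the arrest of the treated cells in G1.

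**Figure D1:**
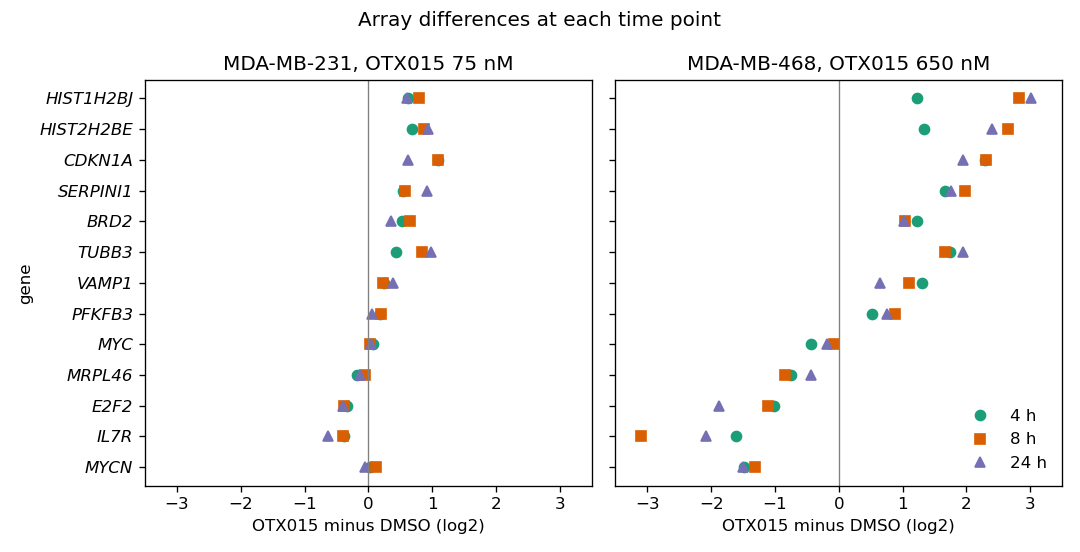
OTX015 minus DMSO on the log2 scale at 4, 8 and 24 h for 13 genes in MDA-MB-231 and MDA-MB-468, each point 1 array minus 1 array with no replicate check. CDKN1A lies at 1.09, 1.09 and 0.63 in MDA-MB-231 and at 2.30, 2.31 and 1.96 in MDA-MB-468.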

Other common up-regulated genes in both cell lines included histone clusters 1 and 2 (*HIST1H2BJ*, *HIST2H2BE*, etc.), *BRD2* (in line with Western blot and qRT-PCR results), and *CDKN1A* (p21^Cip/CDKN1A^ protein; Supplementary Table S3), which could explain the OTX015-mediated arrest of TNBC cells at the G1 stage of the cell cycle. 

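Downward, 6 probes passed in both lines, those of JADE2, TNC, RUNX2, LYPD6B, SPDEF and FJX1, of which all but SPDEF were picked after their values were seen. SPDEF, which encodes an epithelial transcription factor, fell by 0.57 in MDA-MB-231 (standard error 0.14, n = 3 time points, adjusted p = 0.0307 from limma) and by 1.85 in MDA-MB-468 (standard error 0.36, adjusted p = 0.0296). Without the 8 h OTX015 array of MDA-MB-231 it had -0.31 there, and it passed neither so nor without the 8 or 24 h arrays, any 1 DMSO array or the OTX015 array of 24 h. JADE2, a gene of a histone acetylation complex, had log2 fold changes of -0.52 (adjusted p = 0.0103) and -1.01 (adjusted p = 0.00458). RUNX2, a transcription factor gene, had -0.55 and -0.63, and its second probe had -0.24 and -0.19 and passed in neither line. TNC, which encodes the matrix protein tenascin C, had -0.52 and -0.53. Independent lists would share 1.02 probes (Fisher's exact test, 2-sided, p = 0.000509). Here too the test takes probes as independent and does not measure the spread between cultures. The shared count was 0 and 2 without the 8 and 24 h arrays and 10 without the OTX015 array of MDA-MB-231 at 4 h. It was 2 and 3 without the DMSO and OTX015 arrays of MDA-MB-231 at 8 h, and 0 to 2 without the DMSO array of any time, the untreated array of 4 or 8 h or the OTX015 array of 8 h of MDA-MB-468.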

Common down-regulated genes are listed in Supplementary Table S4.

**Figure 3:**
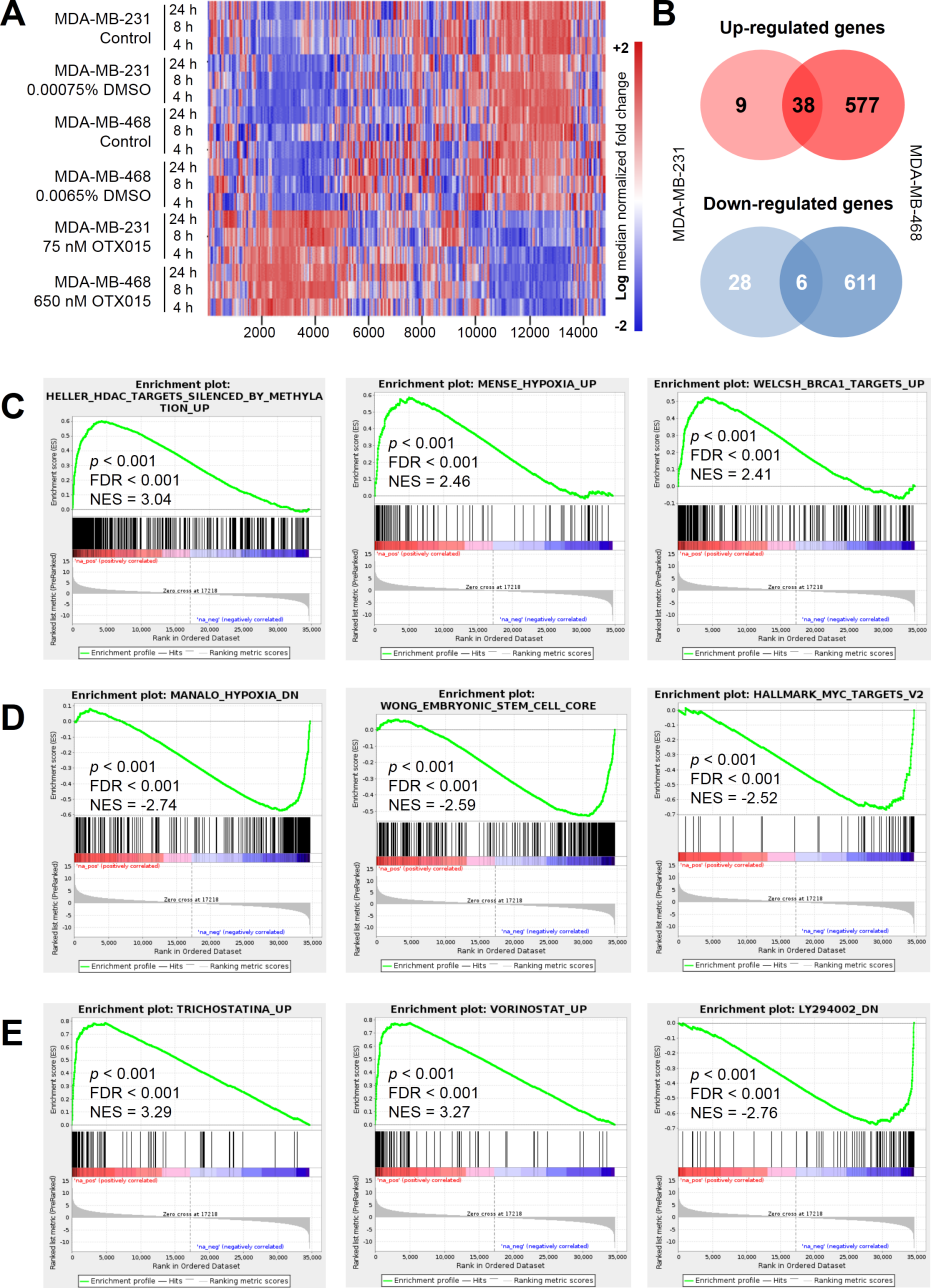
Gene expression profiling in OTX015-treated TNBC cell models (**A**) GEP heat maps in OTX015-treated MDA-MB-231 and MDA-MB-468 cell lines, compared to vehicle-treated control cells. Red and blue indicate up-regulated and down-regulated genes respectively. (**B**) Venn diagram of 81 and 1286 differentially expressed genes in MDA-MD-231 and MDA-MB-468 OTX015-treated cells, respectively. GSEA analyses showed common signatures enriched, using the complete MSigDB (**C**), up-regulated and (**D**), down-regulated) and CMAP databases (**E**) in OTX015-treated MDA-MB-231 and MDA-MB-468 cell lines. FDR, false discovery rate; NES, normalized enrichment score.

Gene set enrichment analysis (GSEA) combining both MDA-MB-231 and MDA-MB-468 cell lines indicated a marked up-regulation (*p*-value and FDR < 0.01) of genes involved in epigenetic control of gene transcription and hypoxia as well as of genes regulating chromatin structure and the cell cycle (Figure 3C and Supplementary Table S5). 

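ADM, which encodes the vasodilator adrenomedullin, rose by 1.61 on the log2 scale in MDA-MB-468 (standard error 0.11, n = 3 time points, adjusted p = 0.00147 from limma) and had 0.31 in MDA-MB-231 (adjusted p = 0.0390), under the fold change threshold. KDM3A, a histone demethylase gene, rose by 0.77 in MDA-MB-468 (adjusted p = 0.00615), and ANKRD37, an ankyrin repeat gene, by 1.10 (adjusted p = 0.00919). Of 34 measured genes induced by hypoxia, none passed in MDA-MB-231, and in MDA-MB-468 6 rose, 1 fell and 27 did not pass (6 higher and 2 lower when adjusted over the list alone). Over both lines they ranked higher than other genes (camera, adjusted p = 0.00224, and adjusted p = 0.0509 with an estimated correlation). Of 5 measured genes of cyclin-dependent kinase inhibitors, 1 rose and 4 did not pass in MDA-MB-231, and 2 rose and 3 did not pass in MDA-MB-468 (1 and 2 higher when adjusted over the list alone). CDKN2D, the gene of p19, rose by 0.63 in MDA-MB-468 (adjusted p = 0.0341), and without the 4 h arrays it had 0.64 (adjusted p = 0.0795). The list ranked higher with OTX015 (camera, adjusted p = 0.00682, and adjusted p = 0.0844 with an estimated correlation), and not without the 4 h arrays (adjusted p = 0.0631) or the OTX015 array of MDA-MB-468 at 4 h (adjusted p = 0.0508). It also ranked higher in DMSO than in untreated cells (adjusted p = 0.00199), where CDKN1A differed by 0.15 in MDA-MB-231 and 0.19 in MDA-MB-468 and did not pass. The gene sets of the paper were not used here, and these lists stand in their place.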

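ALDH1A3, which encodes an aldehyde dehydrogenase used as a stem cell marker, had a log2 fold change of -0.57 (standard error 0.10, adjusted p = 0.0248) from limma in MDA-MB-468, with n = 3 time points, and PROM1, which encodes the surface marker CD133, had -0.51 (standard error 0.11, adjusted p = 0.0425). Without the 4 h arrays ALDH1A3 had -0.59 and did not pass (adjusted p = 0.0603). PROM1 had -0.42 without the OTX015 array of 24 h, under the fold change threshold, and among the leave-outs of 1 time or array it passed only without the 4 h arrays, the OTX015 array of 4 h or the untreated array of 24 h. CD44, the gene of a hyaluronan receptor, had -0.61 (standard error 0.15, adjusted p = 0.0568) in MDA-MB-468 and did not pass. In MDA-MB-231 ALDH1A3 had -0.28, PROM1 0.024 and CD44 0.027, and none of them passed. Of 13 measured stem cell marker genes, none passed in MDA-MB-231, and in MDA-MB-468 2 fell, none rose and 11 did not pass (4 lower when adjusted over the list alone). Against other genes the list did not pass over both lines (camera, adjusted p = 0.117), while its genes moved downward on balance (fry, adjusted p = 0.000267). Fry does not set a list against other genes, and most lists tested here passed it. Of 51 measured MYC target genes none passed in either line, adjusted over the list alone or over all genes. Their median log2 fold change was -0.13 in MDA-MB-231 and -0.20 in MDA-MB-468, and over both lines they ranked lower than other genes (camera, adjusted p = 0.000334, and adjusted p = 0.0509 with an estimated correlation).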

Hypoxia-related genes were also found among the most down-regulated genes, together with those associated with stem cell-like phenotype and the set of genes modulated by MYC (Figure 3D and Supplementary Table S5). 

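P4HA1, which encodes a collagen-modifying hydroxylase, rose by 0.91 on the log2 scale in MDA-MB-468 (adjusted p = 0.0126 from limma), and had 0.15 in MDA-MB-231 (adjusted p = 0.378). ZNF395, a zinc finger protein gene that hypoxia induces, had -0.84 (standard error 0.13, adjusted p = 0.0145) in MDA-MB-468 and -0.25 in MDA-MB-231 (adjusted p = 0.117). P4HA1 was picked after its values were seen. ZNF395 was the 1 hypoxia-induced gene that fell. The list holds genes that hypoxia induces, and the lower hypoxia set of the paper, MANALO_HYPOXIA_DN, was not tested here. Between the lines the response differed for ADM (adjusted p = 0.000282), ANKRD37 (adjusted p = 0.0446) and KDM3A (adjusted p = 0.0367), each larger in MDA-MB-468, and not for ZNF395 (adjusted p = 0.0665).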

Of note, none of the hypoxia-associated genes were simultaneously affected in both (up-regulated and down-regulated) gene sets. In this context, pro-glycolytic genes such as *PFKFB3*, *PFKFB4* and *PGK1* were significantly enriched (*p*-value and FDR < 0.001). These changes were accompanied by weakened mitochondrial activity, as reflected by a marked reduction (*p*-value and FDR < 0.001) in the expression of *DLAT* (which codes for the E2 component of the pyruvate dehydrogenase complex) and genes with a key role in modulating mitochondrial protein levels (*i*.*e*. *MRPL46* and *MRPS12*). Furthermore, *c-MYC* was not a target gene among the 20 most enriched sets with a negative normalized enrichment score (NES).

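PFKFB3, which encodes an enzyme that raises a potent activator of glycolysis, had a log2 fold change of 0.72 (standard error 0.13, adjusted p = 0.0225) from limma in MDA-MB-468, with n = 3 time points, and its second probe had 0.49 (adjusted p = 0.0425), under the fold change threshold. PFKFB4, a paralog, had 0.38 and did not pass (adjusted p = 0.149). PGK1, which encodes the glycolytic enzyme phosphoglycerate kinase, had 0.14 (adjusted p = 0.437). In MDA-MB-231 PFKFB3 had 0.15 (adjusted p = 0.331), PFKFB4 0.049 and PGK1 -0.092, and none of them passed. The difference between the lines did not pass for PFKFB3 (adjusted p = 0.0582). Of 26 measured glycolysis genes, none passed in MDA-MB-231, and in MDA-MB-468 1 rose, none fell and 25 did not pass (1 higher when adjusted over the list alone). With the brightest probe of each gene the list did not stand apart from other genes (camera, adjusted p = 0.217), and with all probes of each gene it ranked higher (adjusted p = 0.00687).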

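MRPL46, which encodes a protein of the large mitochondrial ribosomal subunit, had a log2 fold change of -0.68 (standard error 0.14, adjusted p = 0.0359) from limma in MDA-MB-468, with n = 3 time points, and -0.12 in MDA-MB-231 (adjusted p = 0.465). DLAT had -0.16 in MDA-MB-231 (adjusted p = 0.307) and -0.17 in MDA-MB-468 (adjusted p = 0.401). MRPS12, which encodes a protein of the small mitochondrial subunit, had -0.17 (adjusted p = 0.294) and -0.13 (adjusted p = 0.551). MRPS2, of the same subunit, fell by 0.53 in MDA-MB-468 (adjusted p = 0.0413). Without the 4 h arrays MRPL46 had -0.64 (adjusted p = 0.0943) and MRPS2 -0.41 (adjusted p = 0.163), so that neither passed. Of 78 measured mitochondrial ribosomal protein genes, none passed in MDA-MB-231, and in MDA-MB-468 2 fell, none rose and 76 did not pass (2 lower when adjusted over the list alone). Their median log2 fold change was -0.069 in MDA-MB-231 and -0.18 in MDA-MB-468, and they ranked lower than other genes over both lines (camera, adjusted p = 0.000636, and adjusted p = 0.0509 with an estimated correlation). None of 5 measured pyruvate dehydrogenase complex genes passed in either line, adjusted over the list alone or over all genes, nor did the list (adjusted p = 0.774).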

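MYC had a log2 signal of 11.21 ± 0.13 (SD, n = 3 time points) with OTX015 and 11.17 ± 0.13 with DMSO in MDA-MB-231, a log2 fold change of 0.048 (standard error 0.074, adjusted p = 0.827) from limma. In MDA-MB-468 it had 10.56 ± 0.22 and 10.79 ± 0.40, a log2 fold change of -0.23 (standard error 0.12, adjusted p = 0.345), so that MYC passed in neither line over the 3 times. Its second probe had 0.11 in MDA-MB-231 and -0.13 in MDA-MB-468, and did not pass. At 4, 8 and 24 h the plain difference in MDA-MB-468 was -0.43, -0.070 and -0.18, and MYC was higher by 0.80 in the 4 h control arrays of this line than in its later ones. Against the mean of the untreated and DMSO arrays of its time, it passed in MDA-MB-468 at 4 h (-0.54, adjusted p = 0.0186) and not at 8 or 24 h, with 1 OTX015 array per time and a spread from the control arrays alone.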

OTX015 prevents BET protein-mediated recognition of acetylated lysine residues of histones, altering gene transcription patterns [12]. 

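HIST1H2BK, a core histone gene that inhibitors of histone deacetylases raise, rose by 0.58 on the log2 scale in MDA-MB-231 (standard error 0.080, n = 3 time points, adjusted p = 0.000867 from limma) and by 1.13 in MDA-MB-468 (standard error 0.17, adjusted p = 0.0146). In MDA-MB-231 it did not pass without the 8 or the 24 h arrays. RHOB, which encodes a small GTPase of the endosomes, rose by 0.93 in MDA-MB-468 (adjusted p = 0.0137) and had 0.28 in MDA-MB-231 (adjusted p = 0.0753). RHOB was picked after its values were seen. MT1X, a metallothionein gene, rose by 0.57 in MDA-MB-468 (adjusted p = 0.0296), and had 0.60 (adjusted p = 0.0699) without the 4 h arrays and 0.45 without the 8 h arrays. Of 9 measured genes that such inhibitors induce, 5 rose, none fell and 4 did not pass in MDA-MB-231, and 6 rose, none fell and 3 did not pass in MDA-MB-468 (5 and 7 higher when adjusted over the list alone). CDKN1A, HIST1H2BD, HIST1H2BK, HIST2H2BE and MT1X rose in both lines, and all but MT1X are also members of the histone or kinase inhibitor lists. The list ranked higher than other genes over both lines (camera, adjusted p = 2.10e-10, and adjusted p = 0.0509 with an estimated correlation). The 5 genes that rose in both lines are also among those the paper lists as higher in both on these arrays. Their names had been seen, without values, so the rank of this list is no independent support. The drug signatures of the paper were not used here.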

A GSEA using the CMAP database indicated a strong similarity (*p* and FDR < 0.001) between the GEP of OTX015 and the up-regulated and down-regulated signatures of histone deacetylase inhibitors tricostatin A (NES 3.2 and −3.0), vorinostat (NES 3.27 and −2.93), scriptaid (NES 3.13 and −3.30) and CP-690334-01 (NES 3.10 and −2.89) (Figure 3E and Supplementary Table S6). Interestingly, the fifth ranked drug in this analysis was the PI3K inhibitor LY294002 (NES 2.3 and −2.76), offering a rationale for a potential synergism between BET and PI3K/Akt/mTOR pathway inhibitors.

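FOXO transcription factors are restrained by PI3K and Akt, so that their target genes serve as a readout of this pathway. SESN3, a FOXO target gene that encodes an inhibitor of mTORC1, had a log2 fold change of 0.90 (standard error 0.20, adjusted p = 0.0423) from limma in MDA-MB-468, with n = 3 time points. In MDA-MB-231 SESN3 lay below the floor with DMSO and was at least 1.06-fold higher with OTX015, and it did not pass (adjusted p = 0.0511). Of 15 measured FOXO target genes, none passed in MDA-MB-231, and in MDA-MB-468 1 rose, none fell and 14 did not pass (2 higher when adjusted over the list alone). GADD45A, which encodes a stress response protein, had 0.68 in MDA-MB-468 (adjusted p = 0.0784) and was picked after its value was seen. Over both lines the list ranked higher than other genes (camera, adjusted p = 0.0217, and adjusted p = 0.0757 with an estimated correlation), with a median log2 fold change of 0.12 in MDA-MB-231 and 0.14 in MDA-MB-468.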

### OTX015 effects on cancer stem cell (CSC) markers

Based on the aforementioned GEP results regarding the stemness gene set, the expression levels of CSC markers were studied in the TNBC models, as shown in Figure 4. In breast cancer, CSCs are frequently identified by the expression of CD44^high^/CD24^low^ [27]. OTX015 induced a marked (*p* < 0.05) inversion of this ratio in the MDA-MB-231 cell line after 24 h of treatment. In HCC1937 cells, only CD44 mRNA levels decreased (*p* < 0.01), whereas both CSC markers diminished (*p* < 0.05) after treatment in MDA-MB-468 cells. CD133, another indicator of tumor initiating capacity, was only detected in MDA-MB-468 cells, and was significantly (*p* < 0.01) down-regulated by OTX015 after 24 h exposure. On the other hand, EpCAM, a classic epithelial marker, was detected in all three cell lines but only MDA-MB-231 cells showed decreased expression levels (*p* < 0.01) in response to OTX015 treatments. Musashi-1, a stem cell marker in breast cancer, was detected in HCC1937 and MDA-MB-468 cells, showing a strong down-regulation (*p* < 0.01) after treatment. OTX015 induced a substantial decrease in NANOG and OCT4 expression levels in the three cell lines. However, although the effect was significant after 24 h of treatment in MDA-MB-231 and MDA-MB-468 cells (*p* < 0.01 and *p* < 0.05, respectively), in the case of the HCC1937 cell line, down-regulation of NANOG and OCT4 was seen after 72 and 48 h of treatment, respectively (*p* < 0.05).

**Figure 4:**
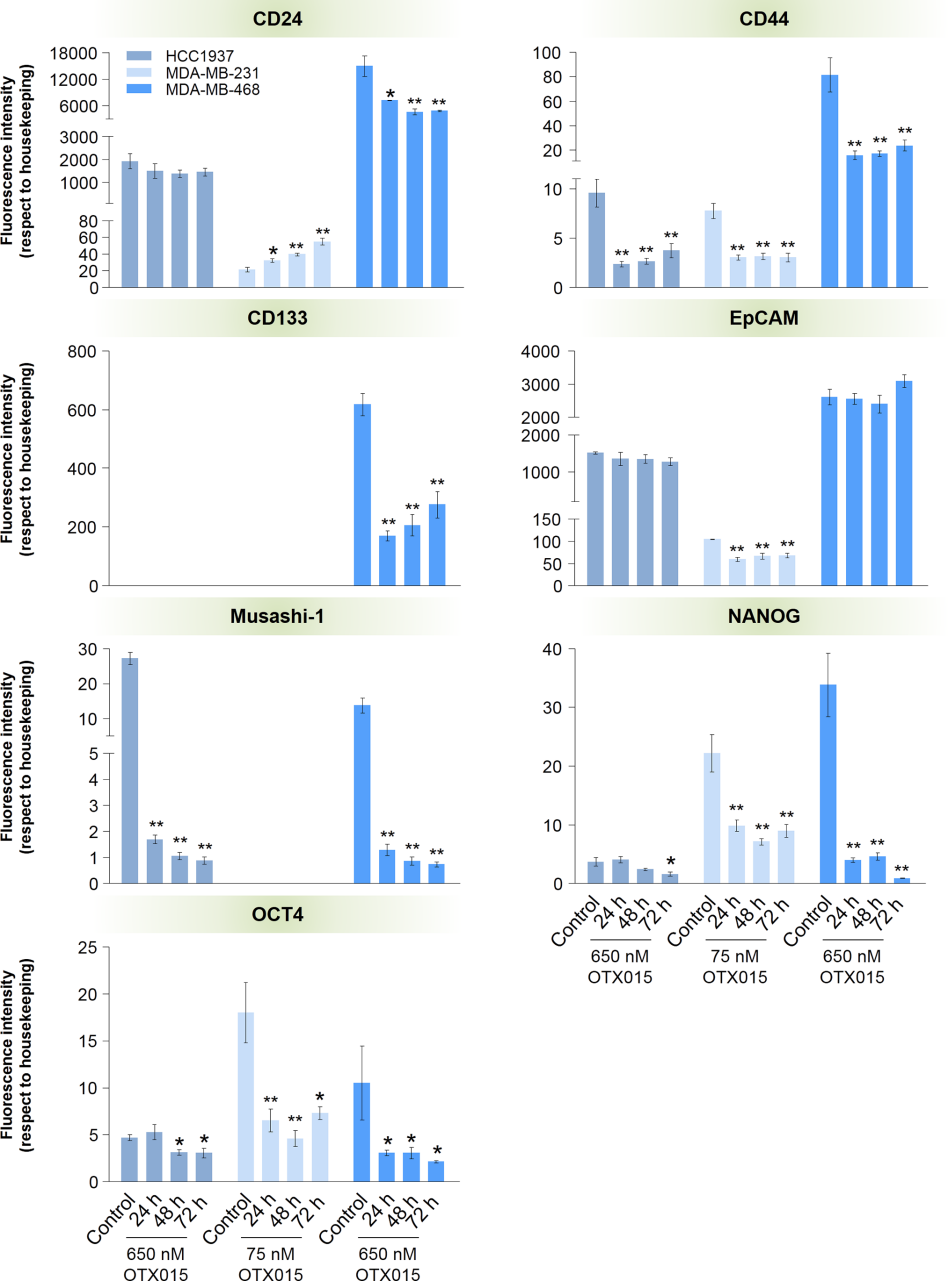
Effect of OTX015 on the expression of cancer stem cell markers in TNBC cell models Cells were exposed for 24, 48 and 72 h to OTX015 (650 nM for HCC1937 - ■ - and MDA-MB-468 - ■ -, and 75 nM for MDA-MB-231 cells - ■ -) and expression of stemness-related genes was determined by qRT-PCR. Differences in the mRNA levels of OTX015-treated cells *vs*. controls were determined by a one-way ANOVA test (*p* < 0.01) followed by an SNK *a posteriori* test (*p < 0.05, **p < 0.01). Bars and vertical lines represent the mean ± SEM, respectively (*n* = 3).

### OTX015/everolimus *in vitro* combination studies

The antiproliferative activity of OTX015 and everolimus as single agents and in combination was compared using the MTT method in the three cell lines. Everolimus showed a less potent antiproliferative effect than OTX015 (*p* < 0.05) in all three cell lines after 72-h treatments (Supplementary Table S7). Moreover, the everolimus EC_50_ values for all three cell lines were ≈15 μM, independently of the specific PTEN status of each cell line (Table 1). Concomitant treatment with OTX015 and everolimus for 72 h in HCC1937 and MDA-MB-231 cells produced an additive effect (combination index = 1.02 and 0.94, respectively; Figure 5A). In contrast, this combination resulted in slight antagonism in the MDA-MB-468 cell line (combination index = 1.60).

**Figure 5:**
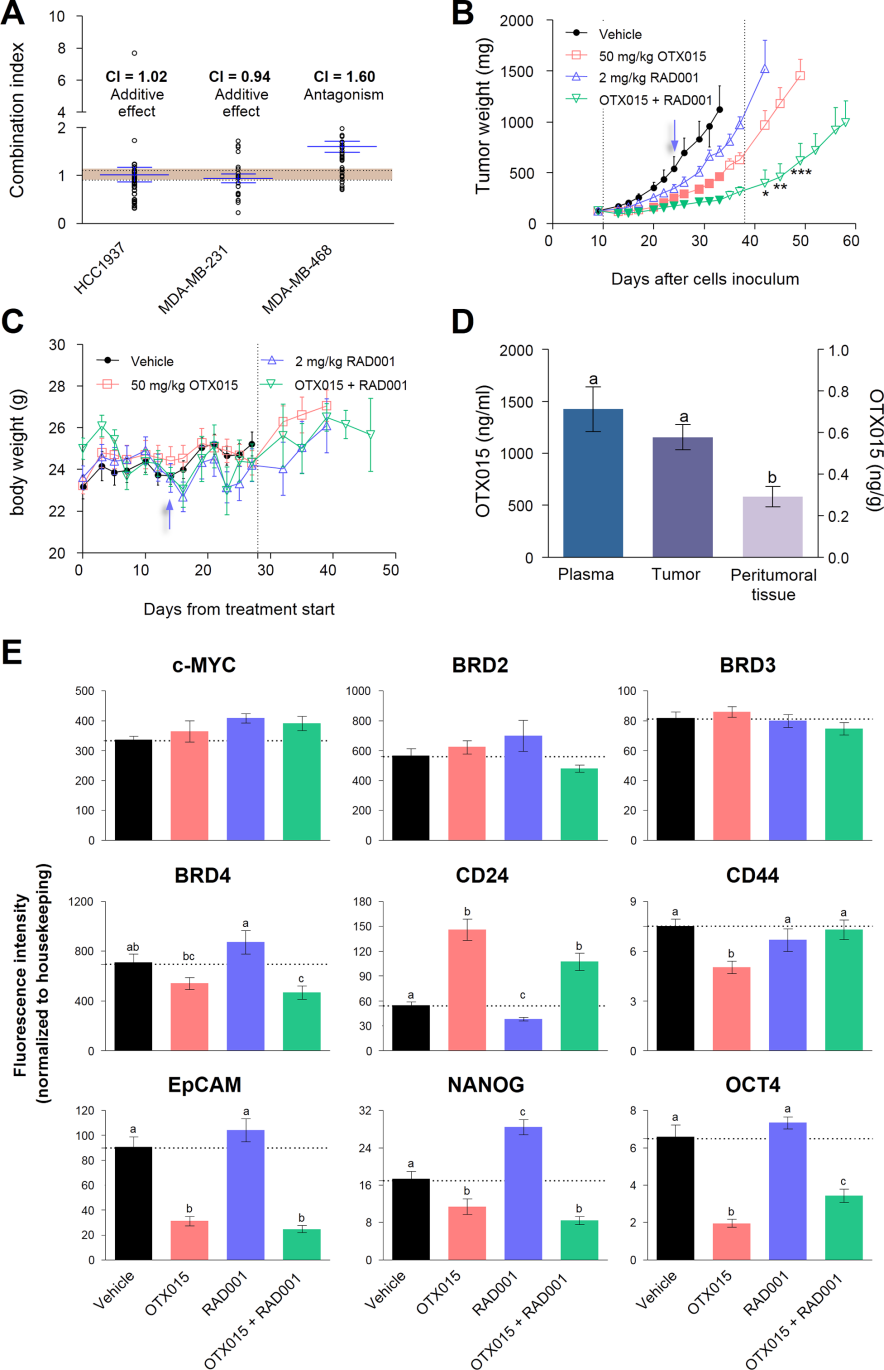
Antitumor activity of OTX015 in combination with everolimus in vitro and in MDA-MB-231 xenografts (**A**) Antiproliferative effects of concomitant OTX015 and everolimus exposure for 72 h was evaluated with the MTT assay in all three TNBC cell lines. Synergism is defined as a combination index < 0.9; values between 0.9 and 1.10 indicate an additive effect (shown as dotted lines); and values > 1.10, indicate antagonism (*n* = 3). (**B**) Antitumor effects of 50 mg/kg OTX015 twice daily (□) and 2 mg/kg everolimus thrice daily (RAD001; 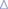) were evaluated as single agents and in combination (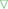) in MDA-MB-231 murine xenografts. Tumor weight was compared between drug regimens at each time point using a two-way ANOVA test (*p* < 0.001) followed by Bonferroni *a posteriori* test on log-transformed data. Color-filled symbols indicate significant (*p* < 0.05) differences between treated *vs*. vehicle mice (·). Significant differences in tumor mass between the combination *versus* single agent treatment after drug withdrawal are shown (*p < 0.05, **p < 0.01 and ***p < 0.001). Dotted lines define the treatment period. (**C**) Animal body weight during treatment (dotted lines) and subsequently. Results represent the mean ± SEM (during treatment, *n* = 9). Arrows in B and C indicate the change in the everolimus dosing schedule. (**D**) OTX015 levels in plasma and tissues from OTX015-treated mice, 4 h after the last dose. Variations in OTX015 concentrations detected between plasma, tumor and peritumoral tissue were evaluated by a one-way ANOVA test (*p* < 0.01) followed by an SNK *a posteriori* test. Letters above the bars indicate substantial differences (*p* < 0.05). (**E**) mRNA levels of *c-MYC*, *BRD2/3/4*, and CSC markers were determined by qRT-PCR in MDA-MB-231 tumors after 4-week treatment with OTX015 (■), everolimus (RAD001, ■) or the combination (■). Variations between the experimental groups were evaluated by a one-way ANOVA test (*p* < 0.001) followed by an SNK *a posteriori* test. Letters above the bars indicate significant differences (*p* < 0.05) in mRNA levels among the experimental groups. Bars and vertical lines represent the mean ± SEM, respectively (*n* = 4).

### *In vivo* experiments in MDA-MB-231 xenografts

Based on *in vitro* combination studies, the MDA-MB-231 cell line was selected to generate murine xenografts to evaluate the *in vivo* effect of OTX015 alone and in combination with everolimus. OTX015-treated mice showed a substantial reduction in tumor mass with respect to the control group (*p* < 0.05) from 7 days after treatment start (Figure 5B). The best T/C value was 41.3% recorded on day 23 (Table 2). On the other hand, everolimus alone did not substantially affect tumor growth with respect to the control group.

**Table 2:** Efficacy of OTX015, everolimus and paclitaxel in MDA-MB-231 xenograft mice

Treatment group	Best T/C% (day of treatment)	AGD	LCK
**50 mg/kg OTX015**	**41.3 (23)**	10.1	0.41
**2 mg/kg RAD001**	58.6 (16)	3.6	0.15
**OTX015 + RAD001**	**20.7 (23)**	21.6	0.89
**0.15 mg/kg paclitaxel**	**28.9 (23)**	17.8	0.64

AGD, absolute growth delay (difference between the average times for each tumor to reach 500 mg in treated and control groups); LCK, log cell kill (*log*_2_ × AGD/tumor doubling time); T/C%, mean tumor mass in treated *versus* control animals (T/C < 42% is considered active [28, 29] – in bold), RAD001, everolimus.

In this experimental setting, the OTX015/everolimus combination was the most effective approach, showing a significant reduction in tumor mass with respect to vehicle-treated animals (*p* < 0.05) from day 4 after treatment start (Figure 5B) and a best T/C 20.7% on day 23 (Table 2). Furthermore, throughout the treatment period, mean tumor weights of the OTX015/everolimus combination group were significantly lower (*p* < 0.05) with respect to the everolimus and OTX015 single agents groups from day 7 and 21 onwards, respectively. More importantly, after treatment end, tumors of mice treated with the combination remained significantly smaller (*p* < 0.05) than those in animals treated with either of the single agents (Figure 5B). Of note, signs of toxicity were apparent in all mice in the everolimus-treated groups, as indicated by decreased mean body weight (Figure 5C). The everolimus schedule was therefore modified to once-a-week from day 14 after treatment start for both single agent and combination schedules.

Paclitaxel, which is widely used in the clinic to treat TNBC, was evaluated in a separate experiment, providing a clinical benchmark (Supplementary Figure S2). This drug showed activity with an optimal T/C of 28.9% on day 23 (Table 2). Comparison of the pharmacological efficacy of OTX015, everolimus, the OTX015/everolimus combination and paclitaxel according to three parameters (T/C%, AGD and LCK), demonstrated clearly that the OTX015/everolimus combination is the most active treatment (Table 2).

At the end of the treatment period, half of the animals from the OTX015 group were sacrificed 4 h after their last dose to determine drug levels in blood and tissues. Tumor and plasma presented equivalent OTX015 concentrations, which were significantly higher (*p* < 0.05) than the levels observed in peritumoral tissue (Figure 5D). These drug concentrations were ≈2 μM (in both plasma and tumor tissue), indicating that concentrations used *in vitro* are achievable in the tumor environment, which is coherent with a recent report from Gaudio *et al*. in lymphoma models [23]. For the remaining animals, as mentioned above, tumor and body weight were monitored for a further 20 days.

### Expression of c-MYC, BETs and CSC markers in MDA-MB-231 xenografts

Tumor tissue from xenograft mice sacrificed 4 weeks after treatment start was evaluated for changes in key genes (Figure 5E). None of the experimental groups showed variations in the expression of *c-MYC*, *BRD2*/*3* mRNA with respect to the vehicle-treated animals. Nevertheless, mice treated with the OTX015/everolimus combination showed a significant reduction (*p* < 0.05) in mRNA levels of *BRD4* in comparison with the vehicle control group. Likewise, as in the *in vitro* case, OTX015 induced a substantial increase in *CD24* mRNA levels with concomitant reduction in *CD44* expression (*p* < 0.05). However, the OTX015/everolimus combination resulted in only a marked increase (*p* < 0.05) in *CD24*, without affecting *CD44* expression. On the other hand, everolimus induced a significant decrease (*p* < 0.05) in *CD24* expression with no effect on *CD44*. Both OTX015 and the combination treatment down-regulated mRNA levels of the *EpCAM*, *NANOG* and *OCT4* stemness markers (*p* < 0.05). In contrast, everolimus did not modify the *EpCAM* and *OCT4* expression but significantly up-regulated *NANOG* mRNA levels (*p* < 0.05).

## DISCUSSION

Clinical management of TNBC remains a major concern, with very few therapeutic options for this specific population. No targeted therapies have been successfully developed against this malignancy to date, mainly due to the challenging intra- and inter-tumor heterogeneity that characterizes TNBC [10]. Taking into account the fact that triple-negative breast tumors are considered to be driven by *c-MYC* [4] and that BET inhibitors OTX015 and JQ1 have been reported to induce *c-MYC* down-regulation in several cancer types [14, 15, 17, 30, 31], we hypothesized that OTX015 would exert antitumor effects in TNBC cell models by down-regulating *c-MYC* expression. However, our findings indicate that, even when OTX015 displayed an equivalent inhibitory effect on the cell growth of the three cell lines evaluated, only the MDA-MB-468 cells showed decreased expression levels of *c-MYC*. Nevertheless, GEP studies concurrently indicated a significant down-regulation in MYC-regulated set of genes in both MDA-MB-231 and MDA-MB-468 cells. 

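NOP16, which encodes a nucleolar protein, had a log2 fold change of -0.35 in MDA-MB-231 (adjusted p = 0.0235 from limma) and -0.47 in MDA-MB-468 (adjusted p = 0.0425), both under the fold change threshold. MRTO4, a ribosome assembly gene, had -0.43 (adjusted p = 0.00432) and -0.33 (adjusted p = 0.262). Both genes were picked after their values were seen. In each line alone the MYC target genes ranked lower than other genes, with adjusted p = 2.37e-06 in MDA-MB-231 and 0.00718 in MDA-MB-468 (camera), and 0.0336 in MDA-MB-468 without its 4 h arrays. Over both lines the list did not pass with an estimated correlation (adjusted p = 0.0509).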

In light of this, we cannot rule out the possibility that OTX015 affects the transcriptional activity of c-MYC in these cell models in a similar manner, leading to the same final effect. Further studies will corroborate or discredit this hypothesis.

Evidence points to the PI3K/Akt/mTOR cascade as a potential therapeutic target in TNBC [32]. However, the use of inhibitors of this pathway as single-agent therapies has proved minimally effective in breast cancer [10]. Hurvitz *et al*. indicate that there is no association between PTEN expression levels and everolimus antiproliferative effect [33], which is in agreement with results presented here. The everolimus/exemestane combination was approved in more than 100 countries for patients with advanced hormone receptor-positive HER2-negative breast cancers, based on the Breast Cancer Trials of Oral Everolimus-2 (BOLERO-2) phase III trial [34, 35]. Tellingly, the OTX015/everolimus combination was the most effective approach in MDA-MB-231 xenografts. It is well known that targeting specific signaling pathways crucial for tumor growth, such as PI3K/AKT/mTOR, tyrosine kinase receptors and MAPK/ERK, elicits adaptive kinome and transcriptome responses which trigger a global reorganization of cell signaling machinery in order to up-regulate alternative kinase signaling networks or reactivate the targeted pathway to overcome the repressive treatment [36]. Based on this, Stuhlmiller *et al*. have suggested that targeting broad-acting epigenetic regulators of transcription such as BET proteins is not only advantageous, but also necessary to attenuate this dramatic induction of gene expression [36]. Bihani *et al*. agree with this therapeutic approach, recently reporting that BRD4-induced up-regulation of c-MYC is crucial in mediating everolimus resistance in different models of estrogen receptor-positive breast cancer cells [37]. Moreover, they showed that the JQ1/everolimus combination was highly effective at inhibiting the growth of resistant cells. A very recent study by Shu *et al*. indicates that the JQ1 resistance developed by TNBC cell lines may be based on epigenetic mechanisms of adaptation, specifically, the gain of BRD4-targeted super-enhancers accompanied by increased levels of phosphorylated BRD4 due to a reduced PP2A phosphatase activity [22]. This fact supports the OTX015/everolimus approach since this enzyme is also an Akt pathway inhibitor [38]. However, further studies are required to fully understand the role of OTX015 and mTOR inhibitors in TNBC, given some of our seemingly inconsistent results; OTX015 treatment induced down-regulation of *c-MYC* expression in only MDA-MB-468 cells, where the combination of OTX015 with everolimus resulted in an antagonistic interaction. Other combination alternatives are currently being evaluated in our laboratories. Nevertheless, it will be important to accompany these experiments with the identification of specific biomarkers of the different TNBC types.

Interestingly, in lymphoma models, high expression of hypoxia-related genes was reported to be associated with high sensitivity to OTX015 [14]. In this work, OTX015 appears to have induced a pro-anaerobic metabolism profile in TNBC cells, as inferred by the increased expression of glycolysis-inducing genes to the detriment of key genes necessary for mitochondrial activity. 

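LDHA, which encodes lactate dehydrogenase, had a log2 fold change of 0.033 in MDA-MB-231 (adjusted p = 0.887 from limma) and 0.031 in MDA-MB-468 (adjusted p = 0.925). HK2, a hexokinase gene, had -0.0082 and -0.21, and PDK1, which encodes an inhibitor of pyruvate dehydrogenase, had -0.12 and -0.24. SLC2A1, a glucose transporter gene, had 0.060 and 0.13. None of these 4 genes passed in either line, and they were picked after their values were seen. Of 26 measured glycolysis genes, PFKFB3 rose in MDA-MB-468, by 0.72 (adjusted p = 0.0225), 25 did not pass there, and none passed in MDA-MB-231. In each line alone the glycolysis genes did not stand apart from other genes (camera, adjusted p = 0.341 in MDA-MB-231 and 0.327 in MDA-MB-468), while over both lines and with all probes of each gene they ranked higher (adjusted p = 0.00687). The mitochondrial ribosomal protein genes ranked lower in each line (adjusted p = 0.00365 and 0.00223), which over both lines did not pass with an estimated correlation (adjusted p = 0.0509). None of 85 measured respiratory chain genes passed in either line, adjusted over the list alone or over all genes, nor did the list over both lines (adjusted p = 0.954).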

Importantly, this effect was not advantageous to OTX015-treated cells in hypoxia.

There is increasing evidence that CSCs, which are found in many human solid tumors such as breast, liver, colon and prostate, are involved in many aspects of human cancer development, from initiation, tumorigenesis, metastasis, angiogenesis and recurrence, impacting the efficacy of standard chemotherapy treatments [39, 40]. It has been suggested that the failure of cytotoxic chemotherapeutics such as taxanes and cisplatin in TNBC patients and ovarian cancer-derived cells may be due to the induction of CSC generation [41, 42]. As shown herein, OTX015 down-regulated the expression of genes specifically associated with stemness processes such as *NANOG* and *OCT4*, both *in vitro* and *in vivo*. Substantial evidence indicates that BET proteins may play an important role in stemness induction and maintenance. Horne *et al*. recently reported that JQ1 affects the pluripotency of murine embryonic stem cells by downregulating *NANOG* expression [42]. Of note, this effect was not accompanied by down-regulation of c-MYC levels. In addition, Shi *et al*. have described that *WNT5A* is a crucial activator of CSC-like properties and invasion in basal-like breast cancer, and that BRD4/diacetylated-Twist binding at the *WNT5A* promoter is necessary for its expression [43]. Indeed, JQ1-mediated blockade of this interaction suppressed tumorigenicity and stemness properties in these cells. In addition, Herrmann *et al*. have described the antiproliferative and pro-apoptotic effects of JQ1 in patient-derived acute myeloid leukemia cells, particularly affecting leukemia stem and progenitor niches [44]. Together, these findings point to BET proteins as promising drug targets to address the CSC component of tumorigenesis in different malignancies.

At least three other small molecule BET inhibitors are currently being evaluated in clinical trials in a range of tumor types (NCT01949883, NCT01587703, NCT01987362), highlighting the increasing interest in this class of drugs. Our pre-clinical results show the therapeutic potential of OTX015 both as a single agent as well as in combination with everolimus for the treatment of TNBC.

## MATERIALS AND METHODS

### Reagents

Reagents were obtained from Sigma-Aldrich (USA), unless otherwise specified. OTX015 was supplied by Oncoethix GmbH (a wholly owned subsidiary of Merck Sharp & Dohme Corp., Switzerland). For *in vitro* experiments, it was dissolved in DMSO (10 mM) and stored at −20°C. For *in vivo* assays, the OTX015-SDI formulation was stored at room temperature and prepared by adding water immediately before administration. Everolimus was purchased from SelleckChem (USA; cat. S1120). For *in vitro* assays, it was dissolved in DMSO (50 mM) and stored at −20°C. For *in vivo* studies, a stock solution was prepared in ethanol (5.5 mg/ml) and stored at −20°C. Before administration, a 0.2 mg/ml solution was prepared with vehicle: 5% Tween-80 + 5% polyethylene glycol 400.

### Cell lines

The HCC1937, MDA-MB-231 and MDA-MB-468 cell lines were obtained from the American Type Culture Collection (ATCC; USA). All three cell lines were authenticated by Idexx Bioresearch (Germany) with a CellCheck 9 Plus analysis in February 2014. The HCC1937 cell line was cultured in RPMI 1640 medium, while MDA-MB-231 and MDA-MB-468 cells were grown in DMEM. Media (Lonza, Belgium) were supplemented with 10% FBS, 2 mM glutamine (Lonza), and 1% penicillin-streptomycin (Biowest, France), and cells were cultured at 37°C in a humidified atmosphere with 5% CO_2_. Hypoxia experiments were carried out at 37°C in a humidified atmosphere with 0.1% O_2_ and 5% CO_2_ in an InvivO2 400 Hypoxia Workstation^®^ (Ruskinn Technology, UK). Cell lines were regularly checked for *Mycoplasma* *spp*. infection by PCR throughout the study.

### Cell counting

Cells (20000/ml) were seeded in a 12-well plate (1 ml/well) under normoxic or hypoxic conditions and treated 24 h later. After 72-h treatments, cells were detached with trypsin-EDTA and their number determined with a Beckman Multisizer^®^ 3 Coulter Counter^®^ (Beckman Coulter, USA). Wells with 0.1% DMSO were used as vehicle control, confirming cell proliferation was not affected (data not shown). The drug concentration that gives a half-maximal effect (EC_50_) with the 95% confidence interval (CI95%) and the maximum effect of the drug (E_max_) were calculated using the equation for sigmoidal dose response, employing Prism 5.00 software (GraphPad Software, USA). GI_50_ values were defined as the concentration at which cell growth/proliferation was reduced by half.

### Drug combination studies

Cells were seeded at a density of 20000 cells/ml in 96-well plates (100 μl/wells) and treated 24 h later with different concentrations of OTX015 or everolimus, or combination of both drugs for 72 h. Cells were then incubated with 0.8 mg/ml MTT (3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide) for 2–4 hours. Cell pellets were resuspended in 0.05 ml DMSO and absorbance was measured at 560 nm using an Infinte 200 microplate reader (Tecan Trading AG, Switzerland). OTX015 and everolimus EC_50_ values were determined as previously mentioned using Prism 5.00 software. Assays were performed in triplicate in at least three independent experiments. Results were further analyzed according to the Chou-Talalay algorithm with Compusyn software [45]. Based on the calculated combination indexes values, < 0.90 reflects synergism, 0.9 to ≤ 1.10 indicates additive effects, and > 1.10 reflects antagonism.

### Cell cycle analysis

Control and treated cells were detached with trypsin-EDTA solution, fixed, stained and processed by using FACS Calibur instrument (Becton Dickinson, USA), as previously described [46].

### Western blotting

Cells were seeded in T75 flasks (10000–50000 cells/ml) and treated 24 h later with OTX015 GI_50_ concentrations for 24, 48 and 72 h. Untreated cells were used as controls. Cells were lysed in 50 mM Tris–HCl pH 6.8, 2% SDS, 100 mM 2-mercaptoethanol, 10% glycerol and 0.05% bromophenol blue, and sonicated to shear DNA. Cell lysates (10 μg) were resolved by SDS–PAGE, and probed with the anti-BRD2 (cat. ab139690, Abcam, UK), anti-BRD3 (cat. ab56342, Abcam), anti-BRD4 (cat. sc-48772, USA) and anti-β-tubulin (cat. sc-9104, Santa Cruz) primary antibodies. All blots were incubated with horseradish peroxidase conjugated anti-rabbit or anti-mouse secondary antibodies (cat. sc-2004 and sc-2005, respectively; Santa Cruz) and developed by enhanced chemiluminescence (Thermo Scientific, USA; cat. 34080).

### Quantitative real-time PCR (qRT-PCR)

RNA was extracted with the RNeasy Mini Kit (Qiagen, Germany; cat. 74104) following manufacturer's instructions. Tumor tissue was broken down mechanically before RNA extraction. Samples were processed and analyzed as previously described [16]. Primers used for qRT-PCR were designed and validated in our laboratory (Supplementary Table S8). Results are expressed as n-fold differences in the target gene expression relative to the housekeeping genes (*GAPDH* and *HPRT1*) [47].

### Gene expression profiling

RNA was extracted as described above and hybridized on HumanHT-12-v4 Expression BeadChip (Illumina^®^, USA) microarrays. Gene expression values were processed and analyzed as previously reported [14]. Changes in expression level were considered statistically significant when the absolute value of logarithm of fold-change (|LogFC|) was ≥ 0.5 and the adjusted *p*-value (*q*) was ≤ 0.05. Functional gene set analysis was performed using gene set enrichment analysis (GSEA) with the complete MSigDB v5.0 database and drug signatures created from the Connectivity Map database (CMAP). In addition, gene set expression values were computed performing a ‘gene set variation analysis’ (GSVA). In these studies, a *p*-value ≤ 0.05 and a false discovery rate (FDR) < 25% were considered statistically significant. Raw data will be available at the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) database. Access code GSE79721.

### Animal studies

6-week-old female nude Foxn1 mice (≈25 g, Harlan Laboratories, Italy) were maintained at a constant temperature and humidity, according to institutional guidelines. Protocols were approved by the Ethics Committee of the IRCCS-Istituto di Ricerche Farmacologiche Mario Negri (Italy), in compliance with national (D.lgs 26/2014; Authorisation n.19/2008-A issued March 6, 2008 by Ministry of Health) and international laws (EU Directive 2010/63/EU).

Mice were subcutaneously injected in the right flank with 10 × 10^6^ MDA-MB-231 cells. When average tumor weight was ≈130 mg, mice were randomized (nine animals/group) to one of the following experimental groups: vehicle (for OTX15, water, twice daily, oral; for everolimus vehicle, 5% Tween-80/5% polyethylene glycol 400, thrice weekly, intraperitoneal); 50 mg/kg OTX015, twice daily, oral; 2 mg/kg everolimus, thrice weekly, intraperitoneal; 50 mg/kg OTX015 + 2 mg/kg everolimus, according to the single agent dosing schedules. In the experiment with paclitaxel, mice were randomized (eight animals/group) to vehicle (cremophor:ethanol 1:1, then diluted 1:5 with saline; once weekly, intravenous) or 0.15 mg/kg paclitaxel, once weekly, intravenous. Mice were sacrified at the first sign of severe distress and tumors were collected. Tumor weight (1 mm^3^ = 1 mg) was determined using the formula *d^2^* × *D/2*, where ‘*d*’ and ‘*D*’ are the minor and major diameters of the tumor in mm, respectively. Growth curves of each tumor were normalized with respect to volume at the start of treatment. The doubling time (Td) of each untreated tumor was calculated by exponential fit of the whole growth curve. Treatment efficacy was evaluated based on T/C%, absolute growth delay (AGD) and log cell kill (LCK) parameters. In T/C%, T and C are the mean tumor weight of treated and control groups, respectively. A T/C < 42% was considered active, according to the standards of the National Cancer Institute (NCI) of the United States [28, 29]. AGD was calculated as the difference between the average times required for each tumor to reach 500 mg in treated and control groups. LCK was calculated with the formula *log* (2) × AGD/*Td*.

Tolerability was evaluated on the basis of body weight loss, clinical observation and mortality.

### OTX015 quantification in plasma and solid tissues

Mice were euthanized with CO_2_. Blood was collected by cardiac puncture and immediately heparinized. Plasma was separated by centrifugation at 2000 × g for 15 min at 4°C and stored at −80°C. Tumors and peritumoral tissues were rapidly frozen in dry ice and stored at −80°C. OTX015 concentrations were determined using a validated Acquity Ultra Performance Liquid Chromatography System (Waters, USA) coupled with a tandem mass spectrometry detection method (UPLC/MS/MS), as previously described [48].

### Statistical analyses

Graphical results are plotted as mean ± standard error of the mean (SEM) of at least three independent experiments. Statistical analysis was performed by one-way ANOVA followed by a Student–Newman–Keuls (SNK) *a posteriori* test, Student *t*-test for independent samples with equal or unequal variances, as appropriate, with InfoStat software (Argentina), or by two-way ANOVA followed by a Bonferroni *a posteriori* test employing Prism 5.0 software. Transformation of the variable to obtain homoscedasticity was applied before the ANOVA tests if required. A *p*-value ≤ 0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: The bromodomain inhibitor OTX015 (MK-8628) exerts anti-tumor activity in triple-negative breast cancer models as single agent and in combination with everolimus
**Source:** Oncotarget. 2016 Dec 7;8(5):7598–613. doi: 10.18632/oncotarget.13814
**Supplement:** Supplementary file 2

**Supplementary Table S1.** LIMMA results in MDA-MB-231 cells.

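The table names the genes of the probes that passed LIMMA in MDA-MB-231, by transcript, symbol, chromosome and description, without fold changes or p-values. The copy used here holds 80 entries, fewer than the genes counted in the paper, so no overlap with it was tested. SOCS2, which encodes a suppressor of cytokine signalling, is among its entries and fell by 0.70 on the log2 scale in MDA-MB-231 (standard error 0.081, n = 3 time points, adjusted p = 0.000168). FAM24B, a gene of unknown function, is also listed and fell by 0.72 (adjusted p = 0.00172).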

**Supplementary Table S2.** LIMMA results in MDA-MB-468 cells.

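TNS3, which encodes the focal adhesion protein tensin 3, is listed and had a log2 fold change of -1.46 (standard error 0.15, adjusted p = 0.00393) from limma in MDA-MB-468, with n = 3 time points. DIO2, which encodes an activating deiodinase of thyroid hormone, is listed and had -1.53 (standard error 0.12, adjusted p = 0.00147). ADARB1, an RNA editing enzyme gene with several entries, rose by 1.93 (adjusted p = 0.00220). The table holds 1286 entries with 1172 different names, of which 964 matched a gene tested here. Of the 833 genes that passed here in MDA-MB-468, 677 (81.3%) are among them, where independent lists would share 62.2. Both lists come from the same arrays and thresholds, so a large overlap was set in advance and is no independent check. The table gives no values, so that directions were not compared.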

# Supplementary material for: The bromodomain inhibitor OTX015 (MK-8628) exerts anti-tumor activity in triple-negative breast cancer models as single agent and in combination with everolimus
**Source:** Oncotarget. 2016 Dec 7;8(5):7598–613. doi: 10.18632/oncotarget.13814
**Supplement:** Supplementary file 3

| Symbol | Definition | | Synonyms |
| --- | --- | --- | --- |
| HIST1H2BD | Homo sapiens histone cluster 1, H2bd (HIST1H2BD), transcript variant 2, mRNA. | H2B.1B; HIRIP2; MGC90432; dJ221C16.6; H2B/b; H2BFB | |
| HIST1H2BD | Homo sapiens histone cluster 1, H2bd (HIST1H2BD), transcript variant 2, mRNA. | H2B.1B; HIRIP2; MGC90432; dJ221C16.6; H2B/b; H2BFB | |
| HIST1H2AC | Homo sapiens histone cluster 1, H2ac (HIST1H2AC), mRNA. | dJ221C16.4; H2AFL; H2A/l; MGC99519 | |
| CDKN1A | Homo sapiens cyclin-dependent kinase inhibitor 1A (p21, Cip1) (CDKN1A), transcript variant 1, mRNA. | P21; MDA-6; SDI1; p21CIP1; CIP1; CDKN1; WAF1; CAP20 | |
| FGFR3 | Homo sapiens fibroblast growth factor receptor 3 (achondroplasia, thanatophoric dwarfism) (FGFR3), transcript variant 2, mRNA. | HSFGFR3EX; JTK4; CD333; ACH; CEK2 | |
| TUBB3 | Homo sapiens tubulin, beta 3 (TUBB3), mRNA. | TUBB4; MC1R; beta-4 | |
| HIST1H2BK | Homo sapiens histone cluster 1, H2bk (HIST1H2BK), mRNA. | MGC131989; H2BFT; H2BFAiii; H2B/S | |
| HIST2H2AA3 | Homo sapiens histone cluster 2, H2aa3 (HIST2H2AA3), mRNA. | H2a-615; H2A; H2AFO; HIST2H2AA; H2A/q; H2A/O; H2A.2 | |
|  | Homo sapiens clone 24841 mRNA sequence |  | |
| MT1X | Homo sapiens metallothionein 1X (MT1X), mRNA. | MT1; MT-1l | |
| H1F0 | Homo sapiens H1 histone family, member 0 (H1F0), mRNA. | H1FV; MGC5241; H10 | |
| HIST1H4H | Homo sapiens histone cluster 1, H4h (HIST1H4H), mRNA. | H4FH; H4/h | |
| LOC284023 | PREDICTED: Homo sapiens hypothetical protein LOC284023, transcript variant 3 (LOC284023), mRNA. | | |
| HIST2H2BE | Homo sapiens histone cluster 2, H2be (HIST2H2BE), mRNA. | H2BFQ; MGC119804; MGC129733; H2B/q; GL105; MGC129734; H2B; MGC119802; H2B.1 | |
| HIST2H2AA4 | Homo sapiens histone cluster 2, H2aa4 (HIST2H2AA4), mRNA. | H2A/R | |
| HIST1H2BK | Homo sapiens histone cluster 1, H2bk (HIST1H2BK), mRNA. | MGC131989; H2BFT; H2BFAiii; H2B/S | |
| IRF7 | Homo sapiens interferon regulatory factor 7 (IRF7), transcript variant b, mRNA. | IRF7A; IRF-7H | |
| TUFT1 | Homo sapiens tuftelin 1 (TUFT1), mRNA. |  | |
| NXF1 | Homo sapiens nuclear RNA export factor 1 (NXF1), transcript variant 1, mRNA. | MEX67; TAP; DKFZp667O0311 | |
| VASN | Homo sapiens vasorin (VASN), mRNA. | SLITL2 | |
|  | Homo sapiens cDNA clone IMAGE:4811759 |  | |
| DCXR | Homo sapiens dicarbonyl/L-xylulose reductase (DCXR), mRNA. | P34H; HCRII; HCR2; KIDCR; DCR | |
| BRD2 | Homo sapiens bromodomain containing 2 (BRD2), mRNA. | FLJ31942; RNF3; D6S113E; RING3; DKFZp686N0336; NAT; FSRG1; KIAA9001 | |
| HES6 | Homo sapiens hairy and enhancer of split 6 (Drosophila) (HES6), mRNA. | | |
| LOC653506 | PREDICTED: Homo sapiens similar to meteorin, glial cell differentiation regulator-like (LOC653506), mRNA. | | |
| SERTAD1 | Homo sapiens SERTA domain containing 1 (SERTAD1), mRNA. | TRIP-Br1; SEI1 | |
| HIST1H2BJ | Homo sapiens histone cluster 1, H2bj (HIST1H2BJ), mRNA. | H2B/r; H2BFR | |
| SERPINI1 | Homo sapiens serpin peptidase inhibitor, clade I (neuroserpin), member 1 (SERPINI1), mRNA. | neuroserpin; PI12; DKFZp781N13156 | |
| HIST1H1C | Homo sapiens histone cluster 1, H1c (HIST1H1C), mRNA. | MGC3992; H1F2; H1.2 | |
| CHCHD7 | Homo sapiens coiled-coil-helix-coiled-coil-helix domain containing 7 (CHCHD7), transcript variant 6, mRNA. | FLJ40966; MGC2217 | |
| TUBB4Q | Homo sapiens tubulin, beta polypeptide 4, member Q (TUBB4Q), mRNA. | | |
| HIST2H2AC | Homo sapiens histone cluster 2, H2ac (HIST2H2AC), mRNA. | H2AFQ; MGC74460; H2A; H2A/q; H2A-GL101 | |
| EPB41L5 | Homo sapiens erythrocyte membrane protein band 4.1 like 5 (EPB41L5), mRNA. | FLJ12957; KIAA1548; BE37 | |
| NDRG1 | Homo sapiens N-myc downstream regulated gene 1 (NDRG1), mRNA. | CMT4D; GC4; RTP; RIT42; PROXY1; NMSL; NDR1; TDD5; TARG1; CAP43; HMSNL; DRG1 | |
| LOC441019 | PREDICTED: Homo sapiens hypothetical LOC441019 (LOC441019), mRNA. | | |
| NXF1 | Homo sapiens nuclear RNA export factor 1 (NXF1), transcript variant 2, mRNA. | MEX67; TAP; DKFZp667O0311 | |
| HIST2H2AA3 | Homo sapiens histone cluster 2, H2aa3 (HIST2H2AA3), mRNA. | H2a-615; H2A; H2AFO; HIST2H2AA; H2A/q; H2A/O; H2A.2 | |
| SIPA1L2 | Homo sapiens signal-induced proliferation-associated 1 like 2 (SIPA1L2), mRNA. | SPAL2; FLJ23126; KIAA1389; FLJ23632 | |

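HIST2H2AA3, a core histone gene, rose by 0.78 on the log2 scale in MDA-MB-231 (adjusted p = 0.00132 from limma, n = 3 time points, and not passing without the 8 h arrays) and by 2.20 in MDA-MB-468 (adjusted p = 0.00147), where its probe was shifted by -0.74 in the 4 h control arrays against the later ones. HIST1H4H, another core histone gene, rose by 0.86 and 1.38. Of 32 different names in the list of shared genes, 26 matched a gene tested here, and 23 of these rose in both lines. The other 3 were picked after their values were seen. HIST1H1C, a linker histone gene, rose by 0.52 in MDA-MB-231 and had 0.72 in MDA-MB-468 (adjusted p = 0.0570). In MDA-MB-231 it had 0.38 without the 24 h arrays, under the fold change threshold, and passed neither so nor without the 8 h arrays or the DMSO or OTX015 array of 8 or 24 h. EPB41L5, which encodes a cytoskeletal adaptor, rose by 0.65 in MDA-MB-231 and had 0.67 in MDA-MB-468 (adjusted p = 0.0805). NDRG1, a stress-induced gene, had 0.49 in MDA-MB-231 (adjusted p = 0.00797), under the fold change threshold, and rose by 0.53 in MDA-MB-468 (adjusted p = 0.0262). There it had 0.44 without the OTX015 array of 24 h, and among the leave-outs of 1 time or array it passed only without the untreated or OTX015 array of 4 h or the untreated array of 24 h.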

**Supplementary Table S3.** Common up-regulated genes in MDA-MB-231 and MDA-MB-468 cell lines.

# Supplementary material for: The bromodomain inhibitor OTX015 (MK-8628) exerts anti-tumor activity in triple-negative breast cancer models as single agent and in combination with everolimus
**Source:** Oncotarget. 2016 Dec 7;8(5):7598–613. doi: 10.18632/oncotarget.13814
**Supplement:** Supplementary file 4

**Supplementary Table S5** MSIGDB GSEA report.

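The table gives, for each gene set, its size, an enrichment score, the score normalized for set size, and nominal and corrected p-values. In the copy used here the normalized scores carry misplaced decimal points, and the set MANALO_HYPOXIA_DN is listed among the lower and the higher sets with different sizes, so no value of the table was used here. Several of its downward sets are named after genes of the dividing cell, such as CCNA2 and BUB1. E2F2, which encodes a transcription factor of S phase entry, had a log2 fold change of -1.33 (standard error 0.21, adjusted p = 0.0156) from limma in MDA-MB-468, with n = 3 time points, and -0.37 in MDA-MB-231 (adjusted p = 0.0160). MCM2, of the replication helicase, fell by 0.90 in MDA-MB-468 (adjusted p = 0.0251). Of 40 measured DNA replication genes, none passed in MDA-MB-231, and in MDA-MB-468 4 fell, none rose and 36 did not pass (7 lower and 3 higher when adjusted over the list alone). The list ranked lower than other genes over both lines (camera, adjusted p = 0.0224, and adjusted p = 0.189 with an estimated correlation), and not without the 24 h arrays (adjusted p = 0.171). Nor did it pass without the 24 h array of OTX015 in MDA-MB-231 (adjusted p = 0.0559), or of DMSO or OTX015 in MDA-MB-468 (adjusted p = 0.0733 and 0.0935). AURKA, which encodes a kinase of the mitotic spindle, fell by 0.68 in MDA-MB-468 (adjusted p = 0.0291), and PRC1, which encodes a protein of the spindle midzone, by 0.64 (adjusted p = 0.0189). AURKA had -0.57 (adjusted p = 0.111) without the 4 h arrays. Of 40 measured mitosis genes, 4 fell, none rose and 36 did not pass in MDA-MB-468 (5 lower when adjusted over the list alone), and none passed in MDA-MB-231. Over both lines they ranked lower (adjusted p = 3.45e-05, and adjusted p = 0.115 with an estimated correlation).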

|  | NAME | SIZE | ES | NES | NOM p-val | FDR q-val | FWER p-val | RANK AT MAX | LEADING EDGE | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Down-regulated gene sets | MANALO_HYPOXIA_DN | 271 | -0.5728669 | -27.352.948 | 0.0 | 0.0 | 0.0 | 4373 | tags=49%, list=13%, signal=56% | |
|  | MORF_BUB1B | 64 | -0.7006893 | -2.664.175 | 0.0 | 0.0 | 0.0 | 5779 | tags=69%, list=17%, signal=82% | |
|  | GNF2_CCNA2 | 67 | -0.6633927 | -2.602.649 | 0.0 | 0.0 | 0.0 | 4315 | tags=64%, list=12%, signal=73% | |
|  | WONG_EMBRYONIC_STEM_CELL_CORE | 325 | -0.5302715 | -25.871.398 | 0.0 | 0.0 | 0.0 | 3889 | tags=43%, list=11%, signal=48% | |
|  | GNF2_CKS1B | 37 | -0.7478525 | -25.807.495 | 0.0 | 0.0 | 0.0 | 5011 | tags=73%, list=14%, signal=85% | |
|  | GNF2_PA2G4 | 78 | -0.6311813 | -25.474.026 | 0.0 | 0.0 | 0.0 | 3723 | tags=54%, list=11%, signal=60% | |
|  | MORF_BUB1 | 50 | -0.6959255 | -25.324.283 | 0.0 | 0.0 | 0.0 | 5779 | tags=68%, list=17%, signal=82% | |
|  | GNF2_RAN | 84 | -0.6285962 | -25.241.303 | 0.0 | 0.0 | 0.0 | 3550 | tags=51%, list=10%, signal=57% | |
|  | GNF2_HMMR | 46 | -0.6970267 | -25.226.805 | 0.0 | 0.0 | 0.0 | 4315 | tags=70%, list=12%, signal=79% | |
|  | GNF2_SMC4L1 | 82 | -0.6309158 | -25.196.364 | 0.0 | 0.0 | 0.0 | 3889 | tags=57%, list=11%, signal=64% | |
|  | GNF2_RFC4 | 59 | -0.6570999 | -25.195.937 | 0.0 | 0.0 | 0.0 | 4214 | tags=64%, list=12%, signal=73% | |
|  | HALLMARK_MYC_TARGETS_V2 | 57 | -0.6702081 | -2.516.878 | 0.0 | 0.0 | 0.0 | 4065 | tags=58%, list=12%, signal=65% | |
|  | ZHANG_TLX_TARGETS_60HR_DN | 259 | -0.5276511 | -24.879.763 | 0.0 | 0.0 | 0.0 | 5075 | tags=50%, list=15%, signal=58% | |
|  | GNF2_PCNA | 67 | -0.6388856 | -24.763.825 | 0.0 | 0.0 | 0.0 | 4315 | tags=64%, list=12%, signal=73% | |
|  | GNF2_CDC20 | 55 | -0.6575663 | -2.462.655 | 0.0 | 0.0 | 0.0 | 4315 | tags=62%, list=12%, signal=71% | |
|  | GNF2_RRM1 | 87 | -0.6115587 | -24.613.938 | 0.0 | 0.0 | 0.0 | 4315 | tags=55%, list=12%, signal=63% | |
|  | GSE22886_UNSTIM_VS_IL2_STIM_NKCELL_DN | 188 | -0.5436639 | -2.453.335 | 0.0 | 0.0 | 0.0 | 3715 | tags=44%, list=11%, signal=49% | |
|  | GNF2_FEN1 | 55 | -0.654896 | -24.422.567 | 0.0 | 0.0 | 0.0 | 3889 | tags=60%, list=11%, signal=67% | |
|  | TOYOTA_TARGETS_OF_MIR34B_AND_MIR34C | 414 | -0.4866399 | -24.379.604 | 0.0 | 0.0 | 0.0 | 5271 | tags=44%, list=15%, signal=51% | |
|  |  |  |  |  |  |  |  |  |  |  |
| Up-regulated gene sets | MANALO_HYPOXIA_DN | 443 | 0.6004877 | 30.465.183 | 0.0 | 0.0 | 0.0 | 4250 | tags=45%, list=12%, signal=51% | |
|  | HELLER_HDAC_TARGETS_UP | 303 | 0.61179817 | 29.996.257 | 0.0 | 0.0 | 0.0 | 4940 | tags=50%, list=14%, signal=58% | |
|  | REACTOME_AMYLOIDS | 80 | 0.697706 | 28.086.095 | 0.0 | 0.0 | 0.0 | 3260 | tags=46%, list=9%, signal=51% | |
|  | REACTOME_PACKAGING_OF_TELOMERE_ENDS | 48 | 0.7472523 | 28.084.164 | 0.0 | 0.0 | 0.0 | 3260 | tags=56%, list=9%, signal=62% | |
|  | REACTOME_RNA_POL_I_PROMOTER_OPENING | 59 | 0.7365531 | 27.897.666 | 0.0 | 0.0 | 0.0 | 3260 | tags=58%, list=9%, signal=64% | |
|  | ZHONG_RESPONSE_TO_AZACITIDINE_AND_TSA_UP | 175 | 0.58826226 | 27.099.695 | 0.0 | 0.0 | 0.0 | 3915 | tags=44%, list=11%, signal=49% | |
|  | REACTOME_RNA_POL_I_TRANSCRIPTION | 86 | 0.6549667 | 26.962.914 | 0.0 | 0.0 | 0.0 | 3260 | tags=48%, list=9%, signal=53% | |
|  | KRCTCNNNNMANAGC_UNKNOWN | 63 | 0.65409654 | 26.090.024 | 0.0 | 0.0 | 0.0 | 3653 | tags=43%, list=11%, signal=48% | |
|  |  |  |  |  |  |  |  |  |  | |
|  |  |  |  |  |  |  |  |  |  | |
| Up-regulated gene sets | MANALO_HYPOXIA_DN | 124 | 0.58474314 | 25.846.405 | 0.0 | 0.0 | 0.0 | 4956 | tags=49%, list=14%, signal=57% | |
|  | CHIBA_RESPONSE_TO_TSA | 45 | 0.71000475 | 25.747.643 | 0.0 | 0.0 | 0.0 | 2717 | tags=56%, list=8%, signal=60% | |
|  | KEGG_SYSTEMIC_LUPUS_ERYTHEMATOSUS | 136 | 0.5825021 | 25.687.387 | 0.0 | 0.0 | 0.0 | 4805 | tags=41%, list=14%, signal=48% | |
|  | NAGASHIMA_EGF_SIGNALING_UP | 56 | 0.6683864 | 25.675.795 | 0.0 | 0.0 | 0.0 | 3689 | tags=63%, list=11%, signal=70% | |
|  | REACTOME_MEIOTIC_RECOMBINATION | 83 | 0.6051296 | 24.848.912 | 0.0 | 0.0 | 0.0 | 2903 | tags=41%, list=8%, signal=45% | |
|  | MITSIADES_RESPONSE_TO_APLIDIN_UP | 408 | 0.4886413 | 24.816.575 | 0.0 | 0.0 | 0.0 | 4948 | tags=40%, list=14%, signal=46% | |
|  | NAGASHIMA_NRG1_SIGNALING_UP | 169 | 0.5455657 | 24.740.455 | 0.0 | 0.0 | 0.0 | 3797 | tags=46%, list=11%, signal=52% | |
|  | DACOSTA_UV_RESPONSE_VIA_ERCC3_COMMON_UP | 73 | 0.60783666 | 24.632.463 | 0.0 | 0.0 | 0.0 | 4779 | tags=58%, list=14%, signal=67% | |
|  | MENSE_HYPOXIA_UP | 87 | 0.5858829 | 24.591.274 | 0.0 | 0.0 | 0.0 | 5015 | tags=52%, list=14%, signal=60% | |
|  | WELCSH_BRCA1_TARGETS_UP | 191 | 0.5208002 | 24.105.403 | 0.0 | 0.0 | 0.0 | 4323 | tags=42%, list=12%, signal=48% | |
|  | REACTOME_MEIOTIC_SYNAPSIS | 72 | 0.6013362 | 2.401.278 | 0.0 | 0.0 | 0.0 | 3346 | tags=40%, list=10%, signal=44% | |

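The signatures compared in the next table are lists of genes that a drug raises or lowers in cultured cells, and each list was tested against the genes ranked by their response to OTX015. DHRS2, a dehydrogenase gene that histone deacetylase inhibitors raise, had a log2 fold change of 0.71 in MDA-MB-468 (adjusted p = 0.0707 from limma, n = 3 time points) and 0.019 in MDA-MB-231 (adjusted p = 0.936). TXNIP, which encodes an inhibitor of thioredoxin, had 0.46 in MDA-MB-231 (adjusted p = 0.00822), under the fold change threshold, and 0.027 in MDA-MB-468 (adjusted p = 0.943). Both were picked after their values were seen. Of the 9 measured genes that such inhibitors induce, 5 rose in MDA-MB-231 and 6 in MDA-MB-468, none fell, and 4 and 3 did not pass (5 and 7 higher when adjusted over the list alone). The 5 that rose in MDA-MB-231 are among the paper's shared genes of these arrays, whose names had been seen, so these counts are no independent support.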

**Supplementary Table S6.** CMAP GSEA report.

|  | NAME | SIZE | ES | NES | NOM p-val | FDR q-val | FWER p-val | RANK AT MAX | LEADING EDGE |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Down-regulated gene sets | SCRIPTAID_DN | 91 | -0.8069037 | -32.952.507 | 0.0 | 0.0 | 0.0 | 4286 | tags=77%, list=12%, signal=88% |
|  | TRICHOSTATINA_DN | 88 | -0.73390794 | -29.551.344 | 0.0 | 0.0 | 0.0 | 5289 | tags=68%, list=15%, signal=80% |
|  | VORINOSTAT_DN | 89 | -0.71259314 | -29.296.067 | 0.0 | 0.0 | 0.0 | 4532 | tags=66%, list=13%, signal=76% |
|  | CP69033401_DN | 93 | -0.70641 | -28.915.854 | 0.0 | 0.0 | 0.0 | 3942 | tags=62%, list=11%, signal=70% |
|  | LY294002_DN | 90 | -0.6774153 | -27.630.875 | 0.0 | 0.0 | 0.0 | 5522 | tags=61%, list=16%, signal=73% |
|  | HCTOXIN_DN | 87 | -0.6797684 | -27.596.562 | 0.0 | 0.0 | 0.0 | 5201 | tags=62%, list=15%, signal=73% |
|  | DILAZEP_DN | 89 | -0.6502421 | -26.339.602 | 0.0 | 0.0 | 0.0 | 4562 | tags=54%, list=13%, signal=62% |
|  | THIORIDAZINE_DN | 95 | -0.6133496 | -25.251.255 | 0.0 | 0.0 | 0.0 | 4058 | tags=46%, list=12%, signal=52% |
|  | RIFABUTIN_DN | 87 | -0.62427664 | -25.133.743 | 0.0 | 0.0 | 0.0 | 2688 | tags=47%, list=8%, signal=51% |
|  | RESVERATROL_DN | 94 | -0.5938521 | -2.442.915 | 0.0 | 0.0 | 0.0 | 5964 | tags=66%, list=17%, signal=79% |
|  | DAUNORUBICIN_DN | 91 | -0.5960902 | -2.427.633 | 0.0 | 0.0 | 0.0 | 4315 | tags=52%, list=12%, signal=59% |
|  | ALPHAERGOCRYPTINE_DN | 91 | -0.58283246 | -23.998.356 | 0.0 | 0.0 | 0.0 | 4206 | tags=49%, list=12%, signal=56% |
|  | FLUPHENAZINE_DN | 94 | -0.5848217 | -23.910.494 | 0.0 | 0.0 | 0.0 | 4371 | tags=46%, list=13%, signal=52% |
|  | WITHAFERINA_DN | 96 | -0.5702705 | -23.609.002 | 0.0 | 0.0 | 0.0 | 4237 | tags=51%, list=12%, signal=58% |
|  | ETOPOSIDE_DN | 94 | -0.5664383 | -23.378.172 | 0.0 | 0.0 | 0.0 | 5964 | tags=60%, list=17%, signal=72% |
|  | MG262_DN | 91 | -0.56221247 | -23.222.892 | 0.0 | 0.0 | 0.0 | 4023 | tags=53%, list=12%, signal=60% |
|  | LOPERAMIDE_DN | 89 | -0.568344 | -2.313.042 | 0.0 | 0.0 | 0.0 | 6396 | tags=54%, list=18%, signal=66% |
|  | PROCHLORPERAZINE_DN | 90 | -0.56227297 | -2.310.962 | 0.0 | 0.0 | 0.0 | 3538 | tags=44%, list=10%, signal=49% |
|  | CICLOPIROX_DN | 93 | -0.5619782 | -23.047.595 | 0.0 | 0.0 | 0.0 | 5804 | tags=58%, list=17%, signal=70% |
|  | RALOXIFENE_DN | 93 | -0.5574779 | -2.277.812 | 0.0 | 0.0 | 0.0 | 4132 | tags=46%, list=12%, signal=52% |
|  |  |  |  |  |  |  |  |  |  |
| Up-regulated gene sets | TRICHOSTATINA_UP | 97 | 0.78676033 | 32.929.974 | 0.0 | 0.0 | 0.0 | 4856 | tags=69%, list=14%, signal=80% |
|  | VORINOSTAT_UP | 96 | 0.7783864 | 32.682.884 | 0.0 | 0.0 | 0.0 | 4956 | tags=73%, list=14%, signal=85% |
|  | SCRIPTAID_UP | 92 | 0.74693954 | 31.263.273 | 0.0 | 0.0 | 0.0 | 4730 | tags=66%, list=14%, signal=77% |
|  | CP69033401_UP | 90 | 0.72594976 | 30.899.427 | 0.0 | 0.0 | 0.0 | 3858 | tags=56%, list=11%, signal=62% |
|  | LY294002_UP | 94 | 0.70456916 | 2.979.637 | 0.0 | 0.0 | 0.0 | 4515 | tags=60%, list=13%, signal=68% |
|  | DISULFIRAM_UP | 94 | 0.6932673 | 2.957.021 | 0.0 | 0.0 | 0.0 | 4956 | tags=61%, list=14%, signal=71% |
|  | PIPERLONGUMINE_UP | 93 | 0.6977474 | 29.325.442 | 0.0 | 0.0 | 0.0 | 2820 | tags=51%, list=8%, signal=55% |
|  | LANATOSIDEC_UP | 95 | 0.69298136 | 2.907.087 | 0.0 | 0.0 | 0.0 | 4956 | tags=64%, list=14%, signal=75% |
|  | HCTOXIN_UP | 92 | 0.6862044 | 28.456.874 | 0.0 | 0.0 | 0.0 | 4856 | tags=61%, list=14%, signal=71% |
|  | CAMPTOTHECIN_UP | 92 | 0.6679622 | 28.236.914 | 0.0 | 0.0 | 0.0 | 3689 | tags=50%, list=11%, signal=56% |
|  | HELVETICOSIDE_UP | 96 | 0.66971654 | 28.194.416 | 0.0 | 0.0 | 0.0 | 5164 | tags=60%, list=15%, signal=71% |
|  | DIGITOXIGENIN_UP | 95 | 0.6723771 | 28.166.614 | 0.0 | 0.0 | 0.0 | 2886 | tags=52%, list=8%, signal=56% |
|  | TRIFLUOPERAZINE_UP | 99 | 0.6513055 | 2.795.079 | 0.0 | 0.0 | 0.0 | 3934 | tags=60%, list=11%, signal=67% |
| Up-regulated gene sets | ANISOMYCIN_UP | 95 | 0.65949863 | 27.576.478 | 0.0 | 0.0 | 0.0 | 2961 | tags=49%, list=9%, signal=54% |
|  | RESVERATROL_UP | 95 | 0.657003 | 27.393.298 | 0.0 | 0.0 | 0.0 | 3224 | tags=49%, list=9%, signal=54% |
|  | THIORIDAZINE_UP | 99 | 0.6454051 | 27.328.987 | 0.0 | 0.0 | 0.0 | 4956 | tags=63%, list=14%, signal=73% |
|  | DILAZEP_UP | 91 | 0.64904124 | 27.055.762 | 0.0 | 0.0 | 0.0 | 4506 | tags=54%, list=13%, signal=62% |
|  | PHENOXYBENZAMINE_UP | 90 | 0.64364564 | 26.914.275 | 0.0 | 0.0 | 0.0 | 3442 | tags=54%, list=10%, signal=60% |
|  | CELASTROL_UP | 94 | 0.63733995 | 2.684.086 | 0.0 | 0.0 | 0.0 | 2820 | tags=50%, list=8%, signal=54% |
|  | MEFLOQUINE_UP | 95 | 0.6402048 | 2.676.927 | 0.0 | 0.0 | 0.0 | 4162 | tags=55%, list=12%, signal=62% |

How the deposited data were processed for this re-analysis (not part of the article)

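Expression was measured on Illumina HumanHT-12 v4 BeadChips, 18 arrays of MDA-MB-231 and MDA-MB-468 cells that were untreated or given DMSO or OTX015 for 4, 8 or 24 h, with 1 array per cell line, treatment and time point. The authors deposited mean bead signal intensities per probe from GenomeStudio (version not given), on a linear scale from 55.2 to 17268, with no background subtraction or normalization between arrays apparent in the values. The authors also deposited log2 values normalized between arrays, from 6.29 to 14.2 and not centred per gene. The further steps behind that table, which the paper refers to an earlier report, are not given in the sources used here. On all 18 arrays the probes rank alike in both tables, and the deposited log2 values differ from quantile-normalized log2 intensities by a median of 0.00533 and at most 0.287.

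The intensities were corrected for background with the normexp model of limma 3.58.1 in R 4.3.3 (no control probes, offset 50), quantile-normalized and put on the log2 scale. The plan named limma's neqc function and a filter on detection p-values, which need control probes and detection columns that the intensity table does not hold. The normexp model and a signal floor took their place, chosen before any result was seen. The floor of an array was the 95th percentile of its 457 olfactory receptor probes, and probes above it on at least 3 of 18 arrays were tested, which left 23630 of 47231 probes. Of these, 17444 carry 1 gene symbol, for 12920 genes. Gene names were joined by gene identifier to RefSeq, and no coordinates were used. Arrays had 17123 to 20254 probes above the floor, and the median standard error of a log2 fold change was 0.0778 in MDA-MB-231 and 0.114 in MDA-MB-468.

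OTX015 was compared with DMSO in each line with limma on 9 arrays, with an additive time term (4 residual degrees of freedom), at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.5. The paper does not state the base of its logarithm, which was taken as 2. The untreated arrays entered the estimate of the spread. One fit of all 18 arrays with time within line (8 residual degrees of freedom) gave the mean response and the difference between the lines. Overlaps were tested with Fisher's exact test, which takes probes as independent. The response at each time compared OTX015 with the mean of the untreated and DMSO arrays of that time, where the lone OTX015 array is assumed to vary like the others. Of 29 gene lists, 26 were tested with camera (preset correlation 0.01, brightest probe per gene, Benjamini-Hochberg over the lists), and the genes the paper names, reference genes and identity genes of the lines were not. Counts adjusted over the list alone use the same fold change minimum.

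Genes were named by a rule: in each line the 10 probes with the largest rise and the 10 with the largest fall among those past the thresholds and changed the same way at all 3 times, every gene the paper names, and up to 4 members of each list with the largest mean response among those past the thresholds in a line. The gene names of the paper's supplementary tables had been seen, without values. A gene below the floor on all arrays of 1 group has a lower bound as fold, and a gene below it in both groups has none. On simulated data with 50 probes changed by each size, the comparison of OTX015 with DMSO recovered 44% at a log2 change of 0.5 and 98% at 1 in MDA-MB-231, with 0 false calls, and 22%, 74% and 96% at 0.5, 1 and 1.5 in MDA-MB-468, with 7 false calls. A change of 0.5 equals the minimum for a call, so noise alone puts many of its estimates under it. The simulated changes were the same at all 3 times, with independent normal errors, so these shares may not hold for the real arrays. The alternatives varied the background correction, normalization, filter, control group, time term, moderation, weights, gene list test and arrays. Figures were drawn with matplotlib 3.10.9. The gene sets and drug signatures of the paper and TUBB4Q were not analysed here.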

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

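The tests of time in culture, of RNA from the other line and of the spread between arrays, and the splits within a line and time, were chosen after the results were seen. A difference in the response between the lines picked out the first group. By limma's test of the difference between the cell lines it was found at 448 probes. The genes named with a more positive log2 response in MDA-MB-468 included FSCN1 (1.94), HIST1H2BJ (1.68), ADARB1 (1.53), HIST2H2AA3 (1.42), DMBT1 (1.03), NDP (0.85) and RGS7 (0.79). Those with a more negative one included FGFBP1 (-1.81), IL7R (-1.78), RERG (-1.58), EDN2 (-1.57), DIO2 (-1.57), MYCN (-1.47), PDE4B (-1.43), RHPN2 (-1.01) and CD24 (-0.53). FGFBP1, RERG, EDN2 and MYCN lay below the signal floor in MDA-MB-231, and DMBT1, NDP and RGS7 in MDA-MB-468, so that their values give a direction and no size. Of 100 splits of the OTX015 and DMSO arrays within each line, 11 gave as many probes. All 11, the real one included, keep the OTX015 and DMSO arrays of MDA-MB-468 apart, so that these splits do not test whether the difference arose by chance, which stays open. The highest other count, 2315, came from the real split with the treatments swapped in MDA-MB-231, which adds the responses of the lines instead of setting them against each other. The count was 276, 3 and 74 without the 4, 8 and 24 h arrays. In MDA-MB-231 it was 137, 167 and 139 without DMSO at 4, 8 and 24 h, 190, 202 and 153 without OTX015, and 291 without untreated cells at 8 h. In MDA-MB-468 it was 246, 168 and 294 without DMSO at 4, 8 and 24 h, and 1220 and 926 without OTX015 at 4 and 24 h.

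A comparison of the control arrays over time, which the paper does not report, showed the second. At 456 probes both 4 h control arrays of MDA-MB-468 (untreated and DMSO) lay lower by over 1 log2 than all 4 later ones. A change with time in culture would lower the OTX015 array of 4 h too, which shifted by a median of -0.29, and RNA of MDA-MB-231 would not take levels below those of that line, where the median difference was -1.58. Both values argue against these explanations. In 27 genes with a probe lower by over 2 log2, the other well measured probes shifted by a median of -0.28, and 17 genes fell there by under 1. Signal lost at single probes predicted a median fall of under 1 log2, which was met. The lower quartile, -1.23, went past it, so for these genes as a set lost signal cannot be told apart from a change of transcripts. No biological explanation other than time in culture was tested.

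Fewer probes passed in MDA-MB-231 (101) than in MDA-MB-468 (1034). Without the 8 h arrays the order of these counts turned round, with 64 and 0 by limma. At an unadjusted p under 0.05 it did not, with 2417 probes in MDA-MB-231 and 3161 in MDA-MB-468. A fit without 1 time also has fewer residual degrees of freedom. Without the 24 h arrays the counts of probes that passed were 92 and 131. They were 175 and 887 without the 4 h arrays. Without single arrays the count was 188 in MDA-MB-231 (OTX015 at 4 h), and in MDA-MB-468 138, 91 and 134 (DMSO at 4, 8 and 24 h), 666 and 552 (untreated at 4 and 8 h), and 1811 and 376 (OTX015 at 4 and 8 h). A larger spread in MDA-MB-231 is argued against by the ratio of the median standard errors, 0.684, and an effect of the 4 h arrays by the ratio of the counts without them, 5.07. Each line was profiled at 1 concentration of OTX015, so an effect of the concentration cannot be told apart from one of the line. The 6 OTX015 and DMSO arrays of a line make 10 splits, too few for a share under 0.05, of which 1, the real one, gave as many probes in each line (101 and 1034, highest other 0 in both).

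Lists of genes outside those the paper discusses gave the last group. Genes of cholesterol synthesis (camera, adjusted p = 0.00224), immediate early genes (adjusted p = 0.000436) and p53 target genes (adjusted p = 0.0150) ranked higher with OTX015 over both lines, and inflammatory cytokine genes lower (adjusted p = 0.00299). With an estimated correlation these were adjusted p = 0.0844, 0.0509, 0.0637 and 0.0844. In the same order the estimates were 0.0615, 0.00377, -0.0354 and 0.0564, against the preset 0.01. A higher correlation thus does not account for the loss in immediate early and p53 target genes. The p53 target genes did not pass without the 4 h arrays (adjusted p = 0.0981) or the OTX015 array of MDA-MB-468 at 4 h (adjusted p = 0.0526). In all, 14 lists passed. Of 100 splits of the OTX015 and DMSO arrays within each line 3 gave as many (highest other 15). Of all 32 splits that swap treatments only within a line and time 2 did (highest other 15). Each of these, the real one included, keeps the OTX015 and DMSO arrays of MDA-MB-468 apart. The splits thus do not test whether so many lists passed by chance, which stays open.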

How the results depend on the processing

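The alternatives with neqc on olfactory receptor probes, with the 4 h arrays of MDA-MB-468 left out, and with the deposited values and no filter were chosen after the data were seen. No called result changed direction under any alternative. Values that passed neither before nor after changed sign 13 times among gene lists and 11 among named genes in the settings set beforehand, 3 and 7 times in the added ones and 18 and 59 times in those without an array or time. Among named genes, 2039 comparisons under the alternatives set beforehand kept their side of the thresholds, 149 lost a call and 30 gained one (658, 80 and 6 under the added ones, 1828, 375 and 29 without an array or time). Among gene lists, these were 378, 22 and 16, then 74, 2 and 2, and 535, 8 and 3. Among counts, 114 stayed within 1.5 times and 56 moved further, 26 and 28 under the added ones, and 108 and 72 without an array or time. Dim genes are limited by the share of probes above the floor. The slide was not run as a term, because the files name none. Where no reason is given, the cause was not tested.

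The count in MDA-MB-231 (101) was 64 without background correction, 52 with the deposited values, 48 with all 18 arrays in 1 fit, 672 with no fold change minimum, and, in the added settings, 63 with neqc, 46 with the deposited values and no filter (29 higher, 17 lower), and 51 against the mean of the controls as well (35 higher, 16 lower, against 58 and 43). In MDA-MB-468 (1034) it was 234 with OTX015 and DMSO arrays alone and the time term, 1606 with all 18 arrays in 1 fit, 1569 against the mean of the controls and 533 with the deposited values and no filter. Probes higher in both lines (41) were 25 with the deposited values, 18 with all 18 arrays in 1 fit, 19 with neqc, and 19 with the deposited values and no filter, or 27 against the mean of the controls. Probes lower in both (6) were 1 without background correction, with the deposited values, with OTX015 and DMSO arrays alone, with all 18 arrays in 1 fit, and with the deposited values and no filter, 3 with trend and robust moderation or without the 4 h arrays of MDA-MB-468, and 0 with neqc or against the mean of the controls with the deposited values. The mean response of both cell lines (434) was 282 without background correction, 230 with the deposited values, 1002 with neqc, and 216 with no filter on the deposited values, or 258 against the mean of the controls. The difference between the cell lines (448) was 101 with OTX015 and DMSO arrays alone, 707 against untreated cells, 895 against the mean of the controls, 772 with array weights, 920 without the 4 h arrays of MDA-MB-468 and 291 with the deposited values and no filter. DMSO against untreated cells gave 1 probe in MDA-MB-231 with array weights.

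The time term acts as a replicate block, and 15 of 18 pairs of arrays of 1 line and time had correlated deviations over 0.1 (r from -0.098 to 0.93), so that the shared times do not pair every array. With no replicate block the count was 353 in MDA-MB-468, 27 higher and 1 lower in both lines, and 92 for the difference between the lines. With OTX015 and DMSO arrays alone and no replicate block these were 137, 15, 0 and 37, and 43 in MDA-MB-231.

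The counts by time rest on 1 OTX015 array per time and a spread from control arrays alone. The response by time, MDA-MB-231, 4 h (132) gave 67 with the deposited values and 0 with neqc, where limma had 2567 probes at an unadjusted p under 0.05. The response by time, MDA-MB-231, 8 h (292) gave 192 without background correction, 145 with the deposited values and 3 with neqc, and the response by time, MDA-MB-231, 24 h (282) gave 176, 140 and 23. For 24 h against 4 and 8 h it was 2 without background correction and 1 with no filter. The response by time, MDA-MB-468, 8 h (3225) gave 2048 with the deposited values, and the response by time, MDA-MB-468, 24 h against 4 and 8 h (1122) gave 630 with neqc.

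With an estimated correlation the adjusted p of camera was 0.0509 for the histone, tubulin, MYC target, hypoxia, mitochondrial ribosomal and histone deacetylase inhibitor lists, 0.189 for DNA replication, 0.115 for mitosis, 0.0844 for kinase inhibitors and 0.0757 for FOXO targets. The estimate was -0.0140 for FOXO targets, 0.0100 for hypoxia and 0.0125 for MYC targets, under or near the preset 0.01. For the other lists it ran from 0.0180 (mitochondrial ribosomal) to 0.388 (histone deacetylase inhibitors). A higher correlation thus does not account for the loss in FOXO targets, nor for that in hypoxia genes, whose estimate was the preset value. What this setting changes is therefore not the correlation alone, and its other part was not tested. In MDA-MB-231 alone the adjusted p at the preset correlation was 0.0526 for tubulins and 0.170 for kinase inhibitors, and in MDA-MB-468 alone 0.0814 for DNA replication and 0.0733 for FOXO targets. FOXO targets had 0.117 with probes above the floor on all 9 arrays, stem cell markers 0.000267 with fry, and with all probes of a gene glycolysis had 0.00687 and DNA replication 0.0601. In the added settings without the 4 h arrays of MDA-MB-468 kinase inhibitors had 0.0679, and with all probes as well glycolysis had 0.00869 and stem cell markers 0.0474.

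Leaving out each array or time in turn gave 64 to 188 probes in MDA-MB-231, 0 to 1811 in MDA-MB-468, 0 to 47 higher and 0 to 10 lower in both lines, 246 to 588 for the mean response, 3 to 1220 for the difference, and 0 to 1 and 0 to 0 for DMSO against untreated cells. The adjusted p ranged from 1.96e-20 to 2.34e-17 for histone genes, 0.000828 to 0.0125 for tubulins, 0.000183 to 0.00119 for MYC targets, 0.00159 to 0.00551 for hypoxia, 0.0581 to 0.528 for glycolysis, 0.000372 to 0.00329 for mitochondrial ribosomal genes, 0.610 to 0.930 for pyruvate dehydrogenase, 0.00620 to 0.171 for DNA replication, 3.69e-08 to 0.000873 for mitosis, 0.00347 to 0.0631 for kinase inhibitors, 0.0889 to 0.220 for stem cell markers, 1.97e-13 to 3.69e-08 for histone deacetylase inhibitors and 0.0108 to 0.0488 for FOXO targets.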

Differences from the paper's values

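At the settings used for the passages none of the 8 counts compared differs from the paper's by over 1.5 times. Over these and the alternatives set beforehand, the count of MDA-MB-468 differed in 14 settings and not in 13, with 703 from the deposited values against the paper's 1286. In 1 of the 14, gene symbols (833) stand against entries, and Table S2 holds 1172 different names, within 1.5 times of 833. That of MDA-MB-231 differed in 8 and not in 19, with 52 from the deposited values against the paper's 81. The shared counts differed in 8 settings (higher) and 18 (lower), and not in 26 and 16. At the settings of the passages the number of probes lower in both lines matches the number printed in Fig. 3B. Further genes are lower in the paper by qRT-PCR, which began at the last array time. Over all times MYC (-0.23, adjusted p = 0.345 from limma) and CD24 (-0.037, adjusted p = 0.855) did not pass in MDA-MB-468. CD44 did not pass there either (-0.61, adjusted p = 0.0568), but did in other settings given below. EPCAM did not pass in MDA-MB-231 (-0.15, adjusted p = 0.354). NANOG, POU5F1 and MSI1 lay below the signal floor on every array and were not tested. The genes below are stated as changed on the paper's arrays and did not pass here, or passed in 1 line of 2.

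In MDA-MB-468 the paper names COL9A2 and TUBB6 among the changed genes. COL9A2 had -0.79 (adjusted p = 0.0857 from limma) and passed with all 18 arrays in 1 fit, against untreated cells, against the mean of the controls, with array weights and without the OTX015 array of 4 h. Without the OTX015 array of 24 h it had -0.46, under the fold change threshold. It also passed in the tests by time, each of 1 OTX015 array against the controls of its time with a spread from the controls alone, at 8 h (-0.71, adjusted p = 0.0244) and 24 h (-1.56, adjusted p = 0.00146). TUBB6 had 0.56 (adjusted p = 0.0543) and passed under the same 5 settings, without the 4 h arrays and by time at 8 h (0.53, adjusted p = 0.00992) and 24 h (0.94, adjusted p = 0.00134). TUBB6 also passed in 2 settings chosen after the values were seen, with the 4 h arrays of MDA-MB-468 left out and with the deposited values, no filter and the mean of the controls. Of the genes that passed here in MDA-MB-468, the first ends the call of 1 of 11 named in the text of the paper (MRPL46), of 244 of 677 listed in Table S2 and of 3 of 24 listed in Table S3, and the second of 0, 99 and 1. The paper counts TUBB3 and TUBB4Q as the tubulin genes changed in MDA-MB-231, and TUBB3 passed here.

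The paper counts PFKFB4 and PGK1 among enriched genes and DLAT and MRPS12 among lowered ones. It does so in its account of gene sets over both lines, so tests of single genes in each line are an unlike measure. PFKFB4 had 0.38 in MDA-MB-468 and passed without its OTX015 array of 24 h (0.55, adjusted p = 0.0349 from limma) and in the test by time at 8 h (0.62, adjusted p = 0.00518). PGK1 (0.14), DLAT (-0.17) and MRPS12 (-0.13) passed in no setting, time or line, nor did PFKFB3 and PFKFB4 in MDA-MB-231. PFKFB3 and MRPL46 passed in MDA-MB-468. The paper reports glycolysis genes as enriched. The list used here passed with all probes of a gene (adjusted p = 0.00687 from camera), and in a setting chosen after the values were seen also without the 4 h arrays of MDA-MB-468 (adjusted p = 0.00869). The paper reports stem cell genes as lower, and the list used here passed with fry (adjusted p = 0.000267) and, in that added setting, with camera (adjusted p = 0.0474). These lists are not the gene sets of the paper.

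The paper lists HIST1H1C, EPB41L5 and NDRG1 as higher in both lines. HIST1H1C had 0.72 in MDA-MB-468 (adjusted p = 0.0570 from limma), EPB41L5 0.67 (adjusted p = 0.0805), and NDRG1 0.49 in MDA-MB-231. All 3 passed in the other line, but HIST1H1C in MDA-MB-231 and NDRG1 in MDA-MB-468 did not with the deposited values or without background correction, nor without the 8 or 24 h arrays (NDRG1 also without the 4 h arrays), and EPB41L5 in MDA-MB-231 did not with the deposited values or with all 18 arrays in 1 fit. HIST1H1C and EPB41L5 passed in MDA-MB-468 with all 18 arrays in 1 fit, against the mean of the controls and with array weights, HIST1H1C also without the 4 h arrays (with the arrays of MDA-MB-468 alone left out as well, an added setting that ends the call of 3 of 24 genes of Table S3) or the OTX015 array of 4 h, and EPB41L5 also without the untreated or OTX015 array of 24 h. NDRG1 passed in MDA-MB-231 against untreated cells, against the mean of the controls, with array weights, and without the 4 h arrays or the DMSO or OTX015 array of 4 h. In the tests by time, with the limit given above, HIST1H1C passed in MDA-MB-468 at 8 h (0.72, adjusted p = 0.00340) and 24 h (1.15, adjusted p = 0.000659), EPB41L5 at 4 h (0.79, adjusted p = 0.0122) and 8 h (1.01, adjusted p = 0.00507), and NDRG1 in MDA-MB-231 at 8 h (0.56, adjusted p = 0.0193) and 24 h (0.74, adjusted p = 0.00253).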

Other observations

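The test of the histone probes and the splits within a line and time were chosen after the result was seen. In MDA-MB-231 3 of 20 measured inflammatory cytokine genes fell, none rose and 17 did not pass, and in MDA-MB-468 2 fell, none rose and 18 did not pass (3 and 2 lower when adjusted over the list alone). IL1B, which encodes interleukin 1 beta, fell by 0.68 in MDA-MB-231 (adjusted p = 0.000867 from limma), CXCL8, a neutrophil attractant gene, by 0.64 (there IL1B did not pass without the 8 or 24 h arrays, nor CXCL8 without these or the DMSO or OTX015 array of 24 h, with -0.41 without the 24 h arrays), and CXCL1, of the same family, fell by 1.14 in MDA-MB-468 (adjusted p = 0.0134), where CCL2, a monocyte attractant gene, was at least 1.45-fold lower. Of 18 cholesterol synthesis genes, none passed in MDA-MB-231, and 3 rose and 15 did not pass in MDA-MB-468 (4 higher when adjusted over the list alone), TM7SF2 by 1.23 with a shift of -0.81 in the 4 h control arrays, IDI1 by 1.06 and INSIG1 by 1.01, genes of sterol enzymes and their regulator. Of 26 immediate early genes, none passed in MDA-MB-231, and EGR1 (0.75, shift -0.67), IER2 (0.68, shift 0.74) and DUSP6 (0.66) rose in MDA-MB-468 and 23 did not pass (4 higher when adjusted over the list alone). Without the 4 h arrays EGR1 had 0.57 (adjusted p = 0.111) and IER2 0.59 (adjusted p = 0.0507), and without the 24 h arrays DUSP6 had 0.46 and did not pass. Of 17 p53 target genes, 1 rose in MDA-MB-231 and 2 in MDA-MB-468, where 15 did not pass (1 and 4 higher when adjusted over the list alone), among them TP53I3, an oxidoreductase gene, by 0.74 (adjusted p = 0.0362).

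Other lists did not pass over both lines by camera. Of 8 genes of the BET family and markers of its inhibitors (adjusted p = 0.103), BRD2 and SERPINI1 rose in both lines and IL7R fell in MDA-MB-468 (2 higher in each line and 1 lower in MDA-MB-468 when adjusted over the list alone), while BRD3 had -0.076 in MDA-MB-231 and 0.61 in MDA-MB-468, where its probe shifted by -2.18 in the 4 h control arrays. Metallothionein genes had adjusted p = 0.0647, and 1 of 6 rose in MDA-MB-468. Of 20 interferon-stimulated genes (adjusted p = 0.217) IRF7 rose in each line. Of 18 ATF4 target genes (adjusted p = 0.461), which respond to amino acid stress, TRIB3 fell by 1.24 and XBP1 by 0.68 in MDA-MB-468, and without the 4 h arrays XBP1 had -0.66 (adjusted p = 0.111), and -0.49 without the 24 h arrays. Of 15 epithelial genes (adjusted p = 0.954) KRT18 rose and GRHL2, a transcription factor gene, fell by 1.07 in MDA-MB-468, and without the 4 h arrays GRHL2 had -0.86 (adjusted p = 0.0621). Of 13 mesenchymal genes (adjusted p = 0.191) FST fell in MDA-MB-231, and of 8 stromal and immune markers (adjusted p = 0.227) CDH5 was at least 1.09-fold lower in MDA-MB-468, where its probe shifted by 0.67 in the 4 h control arrays, and it did not pass without the 4 h arrays (adjusted p = 0.147). None of 74 cytosolic ribosomal protein genes passed (adjusted p = 0.767).

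CD44 had -0.61 in MDA-MB-468 (adjusted p = 0.0568 from limma), and -0.78 (adjusted p = 0.0339) without the 4 h arrays. It also passed with the deposited values, with all 18 arrays in 1 fit, against untreated cells or the mean of the controls, with trend and robust moderation, with array weights and by time at 8 h (-0.65, adjusted p = 0.00845) and 24 h (-1.04, adjusted p = 0.00159). CD24, which encodes a surface marker of the same cells, had 0.49 in MDA-MB-231 (adjusted p = 0.00572), under the fold change threshold, and -0.037 in MDA-MB-468. Against the mean of the controls of its time CD24 had 0.33, 0.51 and 0.59 in MDA-MB-231 at 4, 8 and 24 h, each from 1 OTX015 array. The second probe of CD24 had 0.20 there over all times and did not pass (adjusted p = 0.163 from limma). RNF227, a ring finger protein gene, rose by 0.80 and 1.00. Reference genes had log2 fold changes in MDA-MB-231 and MDA-MB-468 of 0.059 and 0.018 (ACTB), 0.072 and 0.080 (B2M), 0.097 and 0.11 (GAPDH), 0.062 and -0.32 (HPRT1) and -0.050 and -0.30 (TBP), and PPIA 0.36 (adjusted p = 0.0177) and 0.75 with a shift of -1.69 in the 4 h control arrays. EGFR had a log2 signal of 9.39 ± 0.10 (SD, n = 9) in MDA-MB-231 and 12.28 ± 0.13 in MDA-MB-468, and EPCAM 9.31 ± 0.11 and 12.99 ± 0.089.

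DMSO against untreated cells gave 0 probes in each line by limma, with 647 in MDA-MB-231 and 98 in MDA-MB-468 at an unadjusted p under 0.05. With a real count of 0, each of its 10 splits in each line gives as many by construction (10 of 10, highest other 2 in MDA-MB-231 and 0 in MDA-MB-468), so that the splits test nothing here. The mean response of both lines held 434 probes, 248 higher and 186 lower, and 246 without the 8 h arrays. Of 100 splits, 1, the real one, gave as many (highest other 258), and of all 32 splits that swap treatments only within a line and time 1, the real one, did (highest other 244). Both shares lie under 0.05 and argue against a chance division of these arrays. They rest on few splits and 1 array per condition, so that chance is not excluded for further cultures. Against the mean of the untreated and DMSO arrays of its time, the OTX015 array passed at 132, 292 and 282 probes at 4, 8 and 24 h in MDA-MB-231, and at 3170, 3225 and 2556 in MDA-MB-468, where 434 of the 1698 higher at 4 h are probes that were lower in the 4 h control arrays. At all 3 times in 1 direction these were 32 (19 higher, 13 lower) and 506 (240 higher, 266 lower). For 24 h against the earlier times limma gave 0 probes in MDA-MB-231, with 1318 at an unadjusted p under 0.05, and 1122 in MDA-MB-468. Each time has 1 OTX015 array, and the spread in these tests comes from the untreated and DMSO arrays alone. How far OTX015 cultures of 1 time vary was not measured, so these counts hold only if they vary like the controls and do not show a time effect by themselves.

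Of 37 histone genes, 11 rose and 26 did not pass in MDA-MB-231, and 17 rose and 20 did not pass in MDA-MB-468, while DNA replication and mitosis genes ranked lower by camera over both lines. With an estimated correlation none of these lists passed (adjusted p = 0.0509 for histones, 0.189 for DNA replication and 0.115 for mitosis), and without the 24 h arrays DNA replication did not pass (adjusted p = 0.171). A candidate explanation is 1 transcript read by many histone probes, under which no histone gene well above the floor would be lower. In MDA-MB-468 0 histone genes above the floor on all 9 arrays lay under 0 by over 2 standard errors. A rise of many histone genes predicts the same, and none had fallen when the test was chosen, so the test cannot decide. The log2 fold changes of histone genes above the floor on all 9 arrays ran from -0.20 (HIST1H4C) to 2.32 (HIST1H2AC), so that not all of these probes moved alike.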
